# Elevated COUP-TFII expression in dopaminergic neurons accelerates the progression of Parkinson’s disease through mitochondrial dysfunction

**DOI:** 10.1371/journal.pgen.1008868

**Published:** 2020-06-24

**Authors:** Chung-Yang Kao, Mafei Xu, Leiming Wang, Shih-Chieh Lin, Hui-Ju Lee, Lita Duraine, Hugo J. Bellen, David S. Goldstein, Sophia Y. Tsai, Ming-Jer Tsai

## Abstract

Parkinson’s disease (PD) is a neurodegenerative disorder featuring progressive loss of midbrain dopaminergic (DA) neurons that leads to motor symptoms. The etiology and pathogenesis of PD are not clear. We found that expression of COUP-TFII, an orphan nuclear receptor, in DA neurons is upregulated in PD patients through the analysis of public datasets. We show here that through epigenetic regulation, COUP-TFII contributes to oxidative stress, suggesting that COUP-TFII may play a role in PD pathogenesis. Elevated COUP-TFII expression specifically in DA neurons evokes DA neuronal loss in mice and accelerates the progression of phenotypes in a PD mouse model, MitoPark. Compared to control mice, those with elevated COUP-TFII expression displayed reduced cristae in mitochondria and enhanced cellular electron-dense vacuoles in the substantia nigra pars compacta. Mechanistically, we found that overexpression of COUP-TFII disturbs mitochondrial pathways, resulting in mitochondrial dysfunction. In particular, there is repressed expression of genes encoding cytosolic aldehyde dehydrogenases, which could enhance oxidative stress and interfere with mitochondrial function via 3,4-dihydroxyphenylacetaldehyde (DOPAL) buildup in DA neurons. Importantly, under-expression of COUP-TFII in DA neurons slowed the deterioration in motor functions of MitoPark mice. Taken together, our results suggest that COUP-TFII may be an important contributor to PD development and a potential therapeutic target.

## Author summary

Parkinson’s disease (PD) is one of the major neurodegenerative diseases with increased risks in the elderly population. The patients mainly experience motor dysfunction, such as tremors, bradykinesia, rigid muscles, and impaired posture and balance. However, the underlying cause of PD is poorly defined in most cases. Understanding the etiology of PD will help prevention or treatment of this disease. Here, we reported that a transcription factor, COUP-TFII, is upregulated in the substantia nigra and dopaminergic neurons (DAs) of PD patients. Elevated expression of COUP-TFII leads to aberrant cell death of DAs, a group of neurons in the central nervous system that controls body movement. The underlying mechanism is enhanced oxidative stress due to COUP-TFII-mediated transcriptional repression of mitochondrial proteins for energy production and enzymes for detoxifying dopamine metabolites. Therefore, targeting COUP-TFII in dopaminergic neurons may be a potential therapeutic strategy for PD.

## Introduction

Parkinson’s disease (PD) is one of the major neurodegenerative diseases in the United States [1]. Its prevalence is about 1% of the population over 65 years old [2]. PD is known to cause progressive cell loss in various regions of the brain [3]. The cell loss of dopaminergic (DA) neurons in the substantia nigra (SN) results in insufficient dopamine in the striatum. Reduction of dopamine, which is responsible for transmitting signals within the brain to coordinate movement, leads to motor dysfunction, such as tremors, bradykinesia, rigid muscles, and impaired posture and balance. Currently, there is no cure for PD. L-DOPA, a dopamine precursor, is the standard treatment for PD, although it can induce adverse complications and resistance [4].

The etiology of PD remains largely undefined since only 10% of the patients have a family history, whereas nearly 90% of PD patients are considered sporadic [5]. Gene mutations and environmental toxins have been associated with the causes of PD. Direct evidence from familial PD has shown that individuals with multiple copies of *SNCA* or disruption of the PINK1/PARKIN axis may develop early-onset PD [6,7]. Epidemiological studies demonstrated that long-term exposure to pesticides or drugs, such as rotenone and MPTP (1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine), increases the risk of developing PD [8]. Recently, emerging evidence indicated that mitochondrial dysfunction contributes to the pathogenesis of PD [9]. Mutations of PINK1 or PARKIN give rise to poor mitochondrial quality control in the clearance of damaged mitochondria, which is also known as mitophagy. Moreover, rotenone and MPTP can induce neurotoxicity through the inhibition of the mitochondrial respiratory chain complex I [10]. Accumulation of damaged mitochondria and complex I inhibition is believed to cause the formation of toxic levels of reactive oxygen species (ROS), eventually leading to cell death of DA neurons [11–13].

Chicken ovalbumin upstream promoter-transcription factor II (COUP-TFII also known as NR2F2) is an orphan nuclear receptor. The expression of COUP-TFII is abundant in the embryonic stages but gradually decreases during development. Our group and others have shown that COUP-TFII plays critical roles in cardiovascular development, neuronal development, organogenesis, reproduction, and metabolism [14]. Although COUP-TFII has been considered as a gene important for development, our studies have recently uncovered its pathological roles in adulthood. Elevated COUP-TFII expression has been implicated to play a role in the pathogenesis of the following diseases, including prostate cancer, heart failure, and muscular dystrophy [15–18]. We demonstrated that in adult mouse hearts, elevated COUP-TFII expression could preferentially repress genes important for mitochondrial electron transport chain enzymatic activities, oxidative stress detoxification, and mitochondrial dynamics [16]. The reduction of gene expression essential for the maintenance of a healthy and functional mitochondrial network by COUP-TFII resulted in mitochondrial dysfunction and increased ROS production, leading to the development of dilated cardiomyopathy.

In sporadic PD patients, dysregulated networks of mitochondrial pathways and autophagic degradation systems have been identified based on genome-wide gene expression profiling analyses of postmortem brain tissues [9]. Genome-wide association studies (GWAS) also identified numerous susceptible loci [19,20], indicating that in addition to environmental toxins, unknown genetic predisposition can be one of the causal factors involved in the etiology and pathogenesis of sporadic PD. Nevertheless, PD, especially sporadic PD, is considered as the outcome of a complex dysregulation of gene networks contributed by multiple factors [21]. In order to slow down the progressive neurodegeneration, it is important to find the key contributors or modifiers in the aforementioned pathways that contribute to the development of sporadic PD. Since COUP-TFII has been demonstrated as a master regulator in the mitochondrial pathways in adult hearts, we speculated that COUP-TFII might also play a role in the pathogenesis of sporadic PD. We found that COUP-TFII expression is upregulated in the DA neurons of PD patients, implicating COUP-TFII as a potential player in the pathogenesis of PD. To test this hypothesis, we utilized mouse models overexpressing COUP-TFII to investigate the functions of COUP-TFII in midbrain DA neurons.

## Results

### COUP-TFII is upregulated in PD patients, and oxidative stress induces COUP-TFII expression through epigenetic regulation

To examine whether there is an association between COUP-TFII and PD, we first utilized public datasets to analyze COUP-TFII expression in PD patients, in induced differentiation of pluripotent stem (iPS)-derived DA cells, and in MPTP-treated mice. We found that COUP-TFII expression levels were significantly elevated in two independent cohorts of sporadic PD patients (Fig 1A). In one dataset, COUP-TFII expression levels were shown to be upregulated by 1.5-fold in the SN tissues of sporadic PD patients (GSE7621) [22]. The SN tissues of postmortem PD and non-PD subjects were collected from frozen coronal blocks based on surface and cytoarchitectural landmarks [23]. In the other dataset, COUP-TFII expression levels were shown to be upregulated by 2.3-fold in DA neurons isolated by laser capture microdissection from sporadic PD patients (GSE20141) [24]. About 80 to 200 darkly pigmented neurons were collected from the SN *pars compacta* (SN*pc*) in cryosections of postmortem PD and non-PD subjects. Moreover, iPS cells differentiated into DA neurons from familial PD patients with a mutated SNCA (SNCA-A53T) resulted in an increase of COUP-TFII expression (S1A Fig) [25]. In addition to the models of genome-based mutations, mice treated with a neurotoxin prodrug, MPTP, exhibited increased levels of COUP-TFII in the SN tissues and in isolated DA neurons (S1B Fig) [26,27]. These data indicate that not only sporadic PD but also familial or chemical-induced PD models can induce COUP-TFII expression.

**Fig 1:**
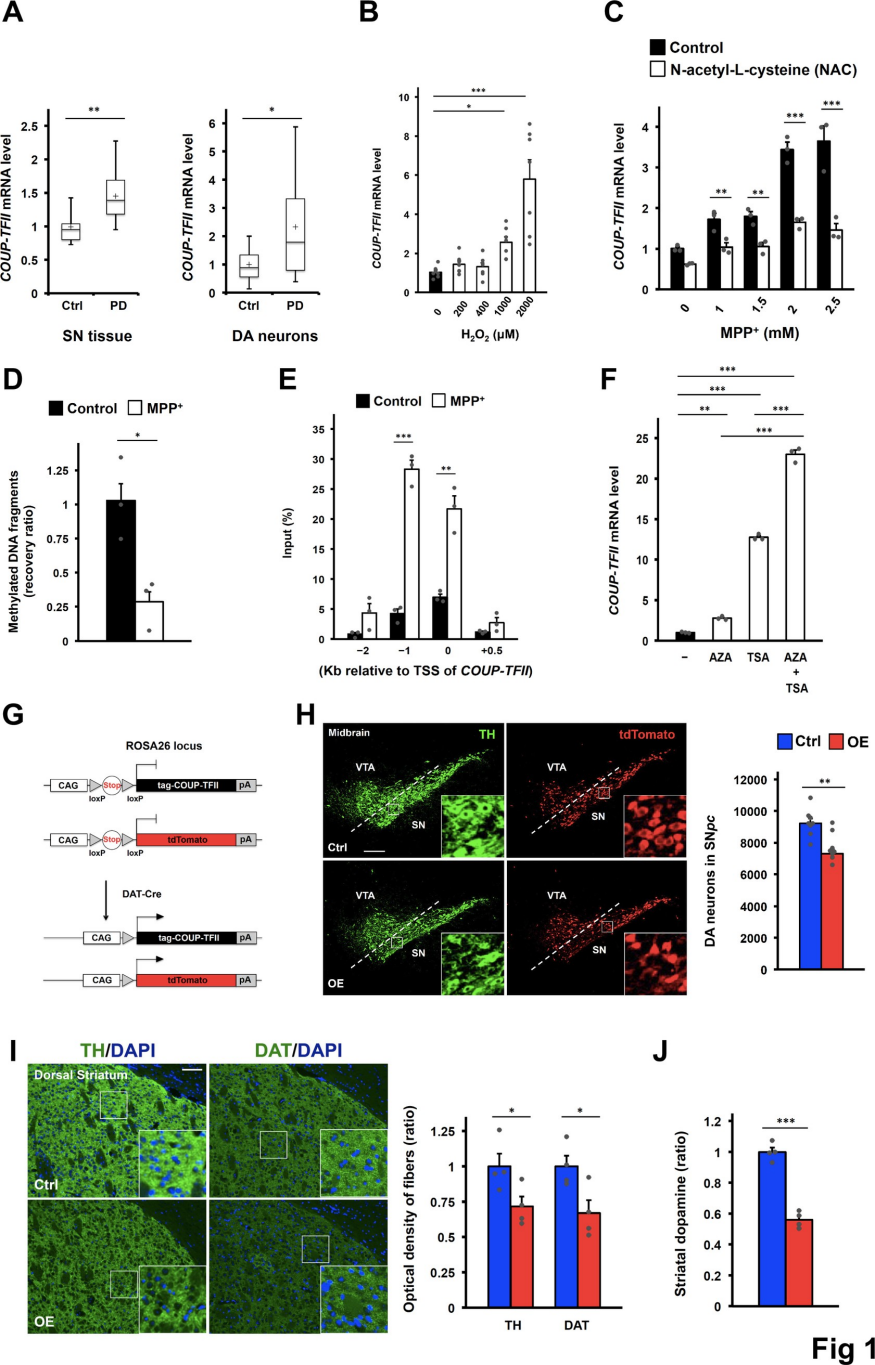
Elevated COUP-TFII expression in DA neurons causes mild degeneration in mice. **(A)** COUP-TFII mRNA levels in the substantia nigra (SN) tissues (left) of healthy controls (n = 9) and sporadic PD patients (n = 16) from GSE7621 and in DA neurons (right) of the SN tissues from healthy controls (n = 8) and sporadic PD patients (n = 10) from GSE20141. **(B)** COUP-TFII mRNA levels in the differentiated SH-SY5Y cell line after 24-hour H_2_O_2_ treatment. n = 7/group from repeated independent experiments. One-way ANOVA Fisher’s LSD post hoc test. **(C)** COUP-TFII mRNA levels in the differentiated SH-SY5Y cell line after 24-hour neurotoxin MPP^+^ treatment in the absence or presence of 2 mM N-acetyl-L-cytsteine (NAC) antioxidant. n = 3 replicates/group. Two-way ANOVA Fisher’s LSD post hoc test. This experiment was independently repeated and produced with similar results. **(D)** Relative recovery ratio of methylated DNA fragments from the gene locus of COUP-TFII in the differentiated SH-SY5Y cell line after 24-hour neurotoxin MPP^+^ (1mM) treatment. n = 3/group. **(E)** ChIP-qPCR results of histone H3 acetylation at the gene locus of COUP-TFII in the differentiated SH-SY5Y cell line after 24-hour neurotoxin MPP^+^ (1mM) treatment. TSS, transcription start site. n = 3/group. **(F)** COUP-TFII mRNA levels in the differentiated SH-SY5Y cell line after 4-day DNA methyltransferase inhibitor (1 μM, AZA) and/or 1-day histone deacetylase inhibitor (0.5 μM, TSA) treatment. AZA, 5-aza-2'-deoxycytidine; TSA, Trichostatin A. n = 3/group. Two-way ANOVA Fisher’s LSD post hoc test. **(G)** Strategy to overexpress COUP-TFII in DA neurons in mice. DAT-Cre, Cre recombinase expression under the control of the endogenous dopamine transporter (DAT) gene; tag, MYC-Tag; CAG, CAG promoter; pA, poly(A) signals. **(H)** Representative images (left) and quantification (right) of DA neurons in the ventral midbrain of 16- to 17-week-old control (Ctrl) and COUP-TFII overexpression (OE) mice after staining with anti-tyrosine hydroxylase (TH) or anti-tdTomato antibodies (higher-power views in the insets). n = 8/group. Scale bar, 200 μm. **(I)** Representative images (left) and quantification (right) of DA axonal projections to the dorsal striatum of 16- to 17-week-old mice after staining with anti-TH or anti-DAT antibodies (higher-power views in the insets). n = 4/group. Scale bar, 100 μm. **(J)** Relative total striatal dopamine of 16- to 17-week-old mice. n = 4/group. **(A-J)** *p < 0.05; **p < 0.01; ***p < 0.001 compared to control (*t*-test if not indicated). Mean ± SEM. See also S1 Fig.

Since oxidative stress has long been implicated in PD [11–13], we wondered whether ROS can directly induce COUP-TFII expression. Indeed, when the differentiated DA neuron-like neuroblastoma SH-SY5Y cells were treated with hydrogen peroxide (H_2_O_2_), COUP-TFII expression was induced in a dose-dependent manner (Fig 1B). Furthermore, when cells were treated with MPP^+^ (the active metabolite of the electron transport complex I inhibitor MPTP) or environmental toxins (rotenone and paraquat), enhanced expression of COUP-TFII was similarly observed (S1C Fig). The increase in COUP-TFII expression was diminished when the cells were co-cultured with the antioxidant N-acetyl-L-cysteine (NAC) and MPP^+^ (Fig 1C). Since it has been reported that overexpressing SNCA induces ROS [28], SY-SH5Y cells overexpressing SNCA-WT or SNCA-A53T was established to examine whether COUP-TFII expression can be induced in a different PD model. Indeed, COUP-TFII expression was induced in these overexpression cells, and the increased expression was reversed subsequent to NAC treatment (S1D Fig). It is known that oxidative stress may affect gene expression through epigenetic regulation [29]. To gain insight into how COUP-TFII is regulated in PD, DNA methylation and histone acetylation were examined at the gene locus of COUP-TFII. Decreased methylation of CpG islands (Fig 1D and S1E Fig) and increased histone acetylation (Fig 1E and S1E Fig) near the proximal promoter region of COUP-TFII were detected in the cells treated with MPP^+^, suggesting that COUP-TFII expression is regulated by epigenetic modification. Treatment with DNA methyltransferase inhibitor (AZA) and histone deacetylase inhibitor (TSA) by itself or together enhanced the expression of COUP-TFII (Fig 1F), further confirming the importance of epigenetic regulation. These results indicate that oxidative stress is associated with elevated COUP-TFII expression.

### Mice with elevated COUP-TFII expression in DA neurons of the SN*pc* display mild neurodegeneration

Although elevated COUP-TFII expression was observed in PD patients and the mouse model, the main question is whether it contributes to neurodegeneration. For this purpose, we generated a mouse model ectopically expressing COUP-TFII specifically in DA neurons to investigate the potential link between PD and COUP-TFII upregulation (Fig 1G). In addition, we expressed the tdTomato reporter under the control of the CAG promoter specifically in DA neurons to facilitate unbiased counting of DA neurons. In this mouse model, the levels of COUP-TFII mRNA were overexpressed about 2-fold (S1F Fig), similar to levels seen in PD patients. Elevated COUP-TFII protein in the midbrain was shown to colocalize only with tyrosine hydroxylase^+^ (TH^+^) positive cells (S1G Fig). Together, these results indicate that this mouse model can serve as a good tool to study the roles of COUP-TFII specifically in DA neurons.

At 16–17 weeks of age, mice overexpressing COUP-TFII (OE mice) displayed a small reduction in the number of DA neurons relative to control (Ctrl) mice, as assessed by immunostaining of TH or the tdTomato reporter (Fig 1H). The results of stereological neuron counting estimated a 15–20% decrease in tdTomato^+^ neurons within the SN*pc*. This result also indicated that the loss of DA neurons was due to cell death instead of the sensitivity of TH immunostaining. Moreover, DA axonal projections to the dorsal striatum of OE mice exhibited a 25–35% reduction in the density of axonal innervation as determined by different DA molecular markers (Fig 1I and S1F Fig). In agreement with the density of axonal innervation, a similar reduction in total striatal dopamine was observed in OE mice at 16- to 17-weeks old (Fig 1J). We also examined mice with an age of 1.5 years. However, there was no further significant decrease in dopamine levels between young and aged OE mice (S1H Fig). This level of decrease in dopamine levels did not result in motor dysfunction as expected (S1I Fig). These findings indicate that elevated COUP-TFII expression alone can cause mild degeneration of DA neurons, but is not sufficient to lead to severe PD phenotypes.

### Elevated COUP-TFII expression contributes to progressive neurodegeneration of PD in a mouse model of mitochondrial dysfunction

Sporadic PD is a complex disorder caused by multiple genetic and environmental factors [21]. In order to examine whether elevated COUP-TFII expression can contribute to the disease progression of PD, we crossed OE mice with MitoPark mice, a progressive PD mouse model with impaired respiratory chain function in DA neurons [30]. In the early stages of MitoPark mice, methylation of CpG islands in the COUP-TFII locus of the SN*pc* was reduced (S2A Fig), which may contribute to elevated expression of COUP-TFII in the SN*pc* (S2B Fig). Ctrl, OE, MitoPark, and MitoPark/OE mice were born at the expected Mendelian ratios and had normal gross appearance after birth. However, MitoPark/OE mice started to show ill appearance and significantly reduced body weight at 24 weeks of age (S2C Fig). In agreement with previous reports, MitoPark mice displayed premature death (median survival time of 254 days), whereas MitoPark/OE mice had an even shorter median survival time (232 days) (S2D Fig). These observations suggest that elevated COUP-TFII expression accelerates PD phenotypes of MitoPark mice.

DA neurons of these mice were examined at different time points before they began to show gross weakness. As reported, MitoPark mice displayed a slow progressive loss of DA neurons in the SN*pc* (Fig 2A). Overexpression of COUP-TFII in the MitoPark background accelerated the degeneration during the time points we analyzed. At 5–6 weeks of age, Ctrl, OE, and MitoPark mice had comparable numbers of DA neurons in the SN*pc*, while MitoPark/OE exhibited about a 20% reduction in DA neurons, indicating that elevated COUP-TFII expression contributes to the early initiation of the loss of DA neurons in the genetic background of MitoPark mice. The progressive loss of DA innervation was also observed in the dorsal striatum (Fig 2B). Consistently, axonal degeneration was more severe in MitoPark/OE mice as compared to MitoPark mice (S2E Fig). Notably, the loss of axonal innervation in the dorsal striatum was more prominent than the loss of DA neurons in the SN*pc* in both MitoPark and MitoPark/OE mice at the corresponding time points. In addition, OE mice had reduced TH^+^ fibers in the dorsal striatum without the loss of DA neurons at 5–6 weeks of age (Fig 2A and 2B). This phenotype suggests that the pathology in OE mice started at the DA neuron terminals, leading subsequently to the retrograde loss of cell bodies. In contrast, the ventral tegmental area (VTA), the other cluster of DA neurons adjacent to the SN tissue in the midbrain, was minimally affected by the overexpression of COUP-TFII (S2F Fig). Similarly, OE and MitoPark mice exhibited a mild loss of DA innervation in the ventral striatum, the brain nucleus of DA axonal projections from the VTA (S2G Fig). However, MitoPark/OE mice displayed a slight but significantly greater reduction in the optical density of TH^+^ axonal projections in the ventral striatum (S2H Fig). Overall, this phenomenon is consistent with the clinical observation that DA neurons in the VTA are less susceptible to degeneration than those in the SN*pc*.

**Fig 2:**
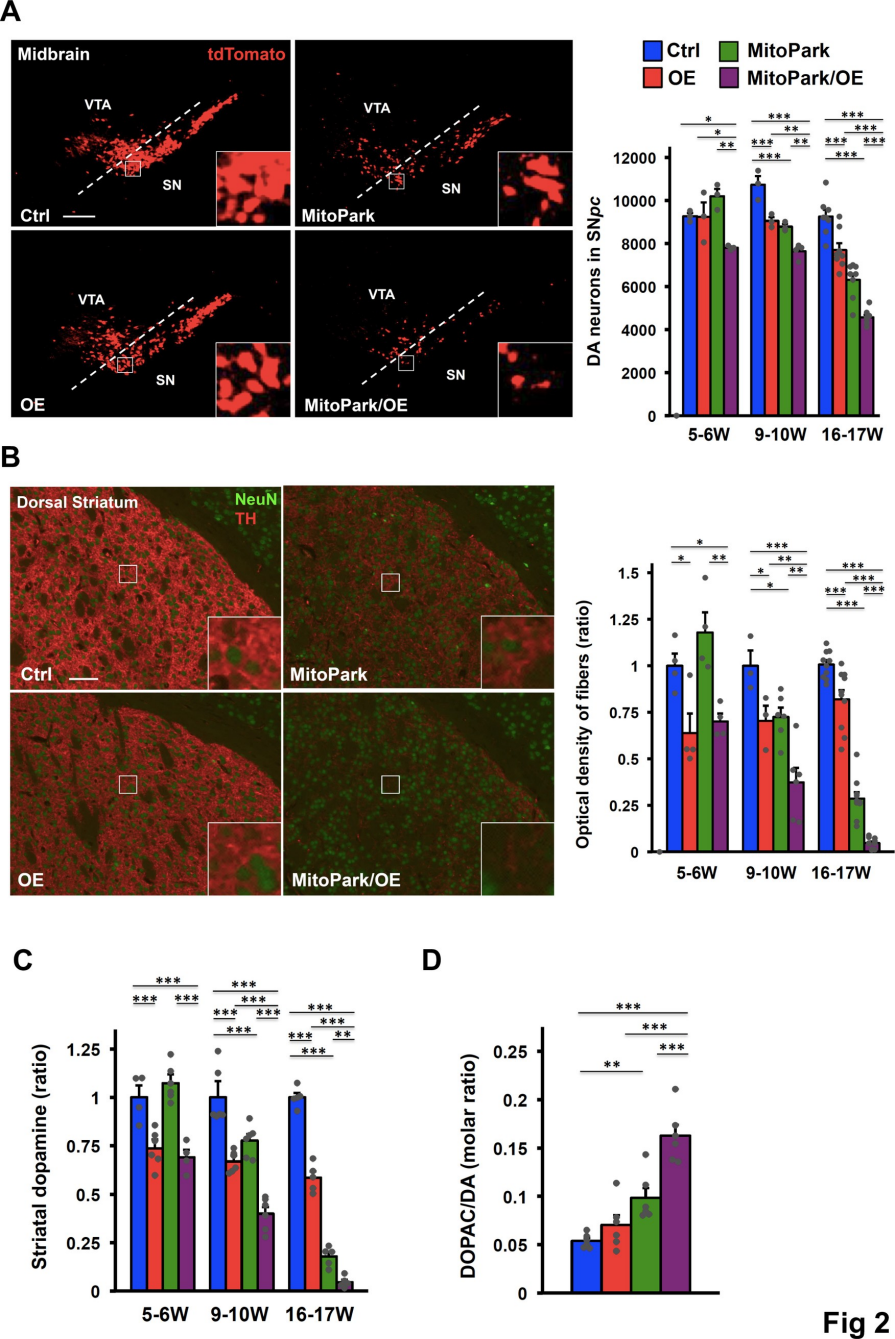
Elevated COUP-TFII expression contributes to progressive neurodegeneration of MitoPark mice. **(A)** Representative images (left) of DA neurons in the ventral midbrain of 16- to 17-week-old Ctrl, OE, MitoPark, and MitoPark/OE mice detected by the tdTomato reporter and quantification (right) of DA neurons in the SN*pc* of mice at 5–6 (n = 3/group), 9–10 (n = 3-4/group), and 16–17 (n = 8/group) weeks of age (higher-power views in the insets). Scale bar, 200 μm. **(B)** Representative images (left) of DA axonal projections to the dorsal striatum of 16- to 17-week-old mice after double staining with anti-TH and anti-NeuN antibodies and quantification (right) of TH^+^ fibers of mice at 5–6 (n = 4/group), 9–10 (n = 3 or 6/group), and 16–17 (n = 10/group) weeks of age (higher-power views in the insets). Scale bar, 100 μm. **(C)** Relative total striatal dopamine levels of mice at 5–6, 9–10, and 16–17 weeks of age. n = 4-6/group. **(D)** Dopamine turnover, as measured by the ratio of the DA metabolite 3,4-dihydroxypheylacetic acid (DOPAC) to DA, in 9- to 10-week-old mice. n = 6/group. **(A-D)** *p < 0.05; **p < 0.01; ***p < 0.001. Mean ± SEM. One-way ANOVA Fisher’s LSD post hoc test. See also S2 Fig.

Since the substantial loss of dopamine is the key feature of PD, the concentration of total striatal dopamine was determined (Fig 2C). The results matched the progressive loss of DA axonal projections. Next, we asked whether increased turnover of dopamine in PD patients due to compensatory mechanisms [31,32] could also be observed in our mouse model. At 9–10 weeks of age, when dopamine levels in MitoPark/OE mice were drastically reduced, we found an increase in dopamine turnover, as measured by the ratio of the dopamine metabolite 3,4-dihyroxyphenylacetic acid (DOPAC) to DA, and the upregulation of serotonin in MitoPark/OE mice (Fig 2D and S2F Fig), indicating that compensatory mechanisms due to dopamine consumption and axonal degeneration do occur in our mouse model.

### Elevated COUP-TFII expression accelerates motor symptoms of MitoPark mice, which can be reversed by L-DOPA treatment

Dopamine insufficiency has been shown to give rise to motor dysfunction. Thus, we tested if the accelerated loss of dopamine in the genetic background of MitoPark mice with elevated COUP-TFII expression could cause neurobehavioral changes. The results showed that elevated COUP-TFII expression accelerated the defects of spontaneous locomotion activity in an open-field assay as measured by walking distance and rearing activity of 9- to 14-week-old mice (Fig 3A). For younger mice at 9–10 weeks of age, the loss of about 25% dopamine in OE and MitoPark mice was insufficient to cause motor dysfunction as expected (Fig 3A). In contrast, MitoPark/OE mice with more than 50% loss of dopamine levels at older ages started to exhibit shorter walking distances (horizontal activity) as compared to the other groups and worsened at 13–14 weeks of age. Also, MitoPark/OE mice had more impairment in rearing activity (vertical activity), which is the frequency of the mice standing up and exploring their surroundings, as compared to MitoPark mice at 13–14 weeks of age. Similarly, rotarod performance and pole tests, which are designed to specifically evaluate motor coordination, indicate that MitoPark/OE stayed for a shorter period on the accelerating rolling rod than MitoPark mice (Fig 3B) and required significantly more time to descend from the top of the pole to the ground (Fig 3C). These results indicate that elevated COUP-TFII expression in the genetic background of MitoPark mice not only leads to the extra loss of DA neurons, but is also sufficient to cause early-onset motor symptoms.

**Fig 3:**
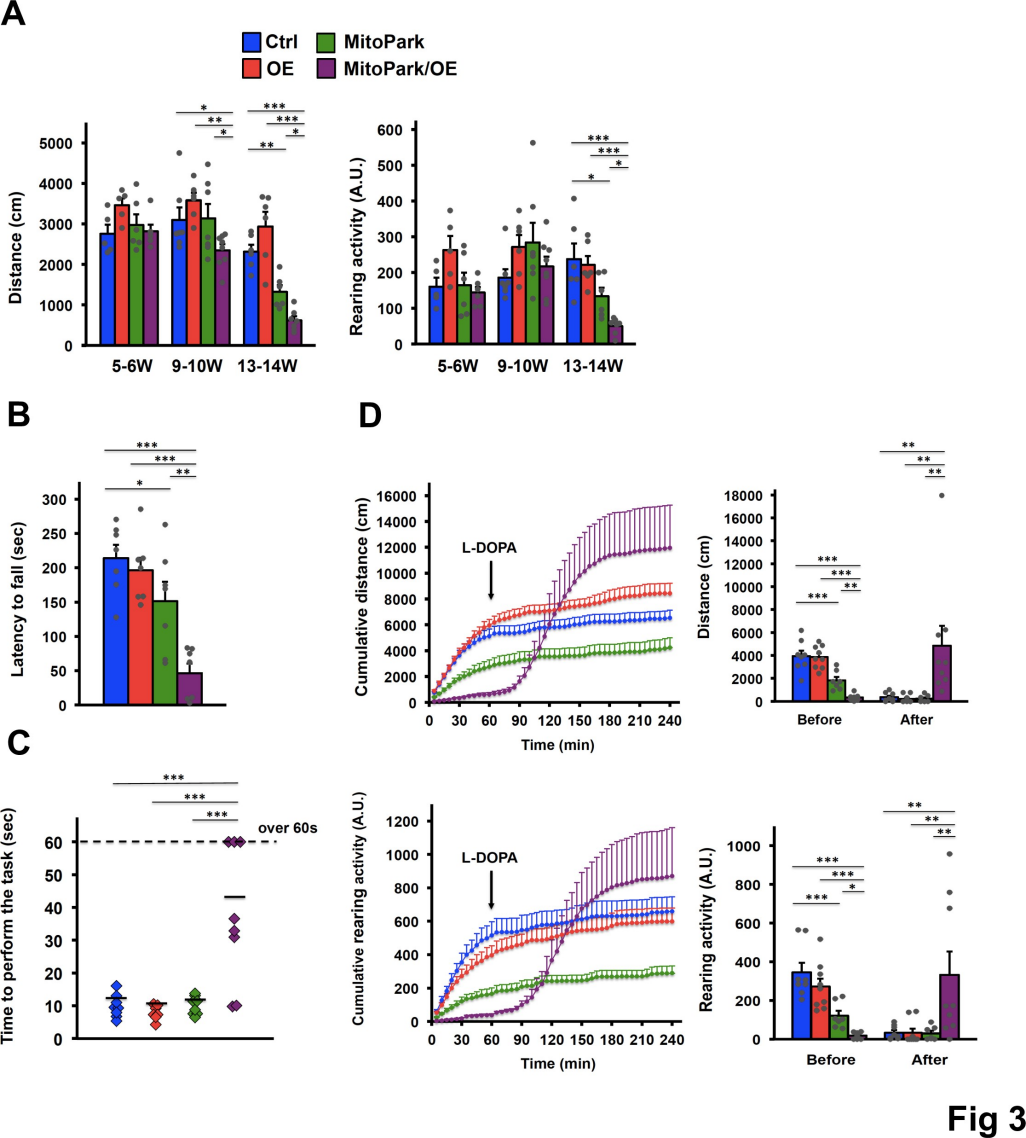
Accelerated motor symptoms of MitoPark mice by elevated COUP-TFII expression, which can be reversed by L-DOPA treatment. **(A)** Open-field assay recorded for Ctrl, OE, MitoPark, and MitoPark/OE mice at 5–6, 9–10, and 13–14 weeks of age. n = 5-8/group. **(B)** Rotarod performance test recorded for 15- to 18-week-old mice. n = 7/group. **(C)** Pole test recorded for 12- to 15-week-old mice. n = 7-8/group. **(D)** Open-field assay recorded for 15- to 16-week-old mice treated with L-DOPA (20 mg/kg). The arrows indicate reagent addition steps. Before, averaged activity from 0 to 30 minutes (pre-L-DOPA treatment); After, averaged activity from 75 to 105 minutes (post-L-DOPA treatment). n = 7-9/group. **(A-D)** *p < 0.05; **p < 0.01; ***p < 0.001. Mean ± SEM. One-way ANOVA Fisher’s LSD post hoc test. See also S3 Fig.

In order to examine whether motor symptoms were due to the defects in the nigrostriatal pathway, we treated MitoPark/OE mice with L-DOPA, a dopamine precursor used to ameliorate motor symptoms in PD patients. At 15–16 weeks of age, L-DOPA administration fully rescued the hypoactivity of MitoPark/OE mice assessed by open-field assay (Fig 3D and S3A Fig). In contrast, MitoPark mice at 15–16 weeks of age were less sensitive to L-DOPA (Fig 3D) since total striatal dopamine in MitoPark mice was only reduced to 20% of normal levels (Fig 2C). This is probably due to autoregulation of DA levels by presynaptic autoreceptors from the presence of enough amounts of healthy DA neurons [33]. The above observation is consistent with the previous report [34], demonstrating that the response of MitoPark mice to L-DOPA is more pronounced or overcompensated when total striatal dopamine is reduced to 10% of normal levels at 24 weeks of age. However, at 23–24 weeks of age, MitoPark mice started to show greater responsiveness to L-DOPA treatment than MitoPark/OE mice (S3B Fig). It is speculated that in late stages of PD patients, decreasing DA neurons results in fewer and fewer axon terminals capable of uptaking exogenous L-DOPA for subsequent efficient use [35], suggesting that overall phenotypes of MitoPark/OE mice at the time point analyzed are much worse than those in MitoPark mice. Collectively, the results indicate that accelerated motor dysfunction caused by elevated COUP-TFII expression is specifically due to the defects in the nigrostriatal pathway.

### Impaired mitochondrial pathways and enhanced oxidative stress in DA neurons with elevated COUP-TFII expression

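RNA from the ventral midbrain of 2-month-old mice was sequenced in 2 libraries, 1 labelled Ctrl and 1 labelled OE. The ventral midbrain holds the SN and the VTA with their dopaminergic neurons, together with other neurons and glia. Both genotypes carry Cre recombinase under the control of the dopamine transporter gene Slc6a3, and only OE mice carry the allele from which Cre switches on COUP-TFII. Stranded libraries of polyadenylated RNA were read from both ends over 50 bp. The sequencing company's pipeline estimated a count for each gene with RSEM, a program that shares reads between the transcripts they match, and the authors deposited these expected counts without scaling. The paper's text does not name the genome build or the gene annotation. The counts summed to 16984336 in the library labelled Ctrl and 21326632 in the library labelled OE, and 18346 and 18493 genes had a count. From there, the counts were scaled with edgeR's TMM method, and a log2 fold change was taken after a pseudocount of 0.5 normalized counts for the 15246 genes with a mean of at least 10 counts over the 2 libraries. With 1 library per group, no difference between the genotypes has a replicate check. The 95% counting intervals given with single genes are exact Clopper-Pearson intervals on the split of 2 counts. They cover counting error only and compare the 2 libraries, not the conditions. Nr2f2, the mouse gene for COUP-TFII, is overexpressed from the allele in dopaminergic neurons only. The paper measured its rise in isolated dopaminergic neurons. In whole ventral midbrain, which also holds other cells, Nr2f2 is only a weak check of the labels. It had 637 counts in the library labelled Ctrl and 377 in the library labelled OE, a log2 fold change (labelled OE over labelled Ctrl) of -1.07, with an interval from -1.26 to -0.88. Its fold change was below those of all 500 genes nearest to it in mean normalized count. Nr2f2 therefore goes against the labels, but in whole tissue it does not settle whether they are right. The labels are kept here as the authors gave them. S1 Table gives log2 fold changes as OE over Ctrl, and 1998 of its 19211 rows were used here. In all 1998 rows its sign is the reverse of the labels, and its value for Nr2f2 is 1.05. The direction of S1 Table in these rows is labelled Ctrl over labelled OE.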

To gain insights into the impact of COUP-TFII on DA neurons, we profiled the molecular changes of 2-month-old Ctrl and OE mice through RNAseq analysis of the ventral midbrain (S1 Table). 

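A list of 123 tested genes stood in for the Parkinson's disease category of KEGG. It was compiled from general knowledge of that map and held 82 nuclear-encoded genes of respiratory complexes I to V and 41 others, among them Th, Slc6a3 and genes of protein degradation and apoptosis. By the labels, 6 of the 123 genes, or 4.88%, were lower in the library labelled OE by more than log2 0.2. Nr2f2 goes against those labels. With the direction of S1 Table, which reverses them, 44 genes, or 35.8%, were lower by more than log2 0.2. This share was above those of 10000 random lists of the same size matched on mean expression, of which 95% had between 5.69% and 16.3% of their genes lower in that direction. Scaling by the upper quartile moved this share most, to 42.3%. Among the 41 genes outside respiratory complexes I to V, 9.76% were lower by the labels and 26.8% in the direction of S1 Table, which lay at percentile 99.3 of matched random lists. Of these 41 genes, 4 are also markers of dopaminergic neurons. Leaving them out, a choice made after their values were seen, brought the share in the direction of S1 Table to 18.9%, at percentile 83.7. All 4 were among the 11 genes past log2 0.2, so the share could only fall.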

Gene ontology analysis revealed that downregulated genes in OE mice were enriched in the category of “Parkinson’s disease” in the Kyoto Encyclopedia of Genes and Genomes (KEGG) (S4A Fig). “Metabolic pathways” and “Oxidative phosphorylation” were also listed in the top 5 categories of COUP-TFII-downregulated genes, which is in line with our previous report on heart failure [16]. Furthermore, Gene Set Enrichment Analysis (GSEA) identified gene signatures of “Respiratory_Electron_Transport” and “Organellar_Ribosome” which are significantly associated with COUP-TFII-downregulated genes (Fig 4A), suggesting that elevated COUP-TFII expression represses genes required for the maintenance of mitochondrial function. Indeed, many genes in the mitochondrial respiratory chain complex and mitochondrial ribosome were repressed in OE mice (Fig 4B). 

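For oxidative phosphorylation, 82 nuclear-encoded genes of complexes I to V were tested. In the library labelled OE, 33 of them were higher by more than log2 0.2 and 2 were lower by more than log2 0.2, which are 40.2% and 2.44% of the list. Over all 15246 genes, 17.9% were higher and 16.6% lower by the same threshold. Of random lists matched on mean expression, 95% had between 3.66% and 15.9% of their genes higher. The median log2 fold change of the 82 genes was 0.18 by the labels and -0.18 in the direction of S1 Table, the one in which Nr2f2 rises. Counting intervals excluded 0 for 59 of the 82 genes on the higher side and for 1 on the lower side. The category of metabolic pathways was not analysed here.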

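Lists of 96 genes for respiratory electron transport and 77 genes for the mitochondrial ribosome stood in for the published gene sets. They were built from gene symbols. By the labels, the median log2 fold change was 0.17 for respiratory electron transport and 0.12 for the mitochondrial ribosome, and 89 of 96 and 70 of 77 genes were higher in the library labelled OE. Both medians lay above those of all 10000 random lists matched on mean expression, of which 95% fell between -0.031 and 0.040 for lists of 96 genes and between -0.044 and 0.050 for lists of 77 genes. Normalized enrichment scores were computed from the genes ranked by log2 fold change, as GSEAPreranked does, against 1000 random lists. Respiratory electron transport scored 1.59 by the labels and -1.57 in the direction of S1 Table, and the mitochondrial ribosome 1.82 and -1.80. Without weighting by the fold change, the scores by the labels moved most, to 4.94 and 4.35. Proteins of the cytosolic ribosome, which lies outside the mitochondrion, also had a median above all matched random lists, 0.095 over 82 genes. In addition, the libraries differed in the markers of dopaminergic neurons, whose median log2 fold change was 1.30 by the labels. From the enrichment of the mitochondrial signatures among genes that fall in OE mice, the paper proposes that elevated COUP-TFII represses genes that maintain mitochondrial function. Its other evidence does not come from these libraries. The paper reports lower expression of such genes in a rat dopaminergic cell line that overexpresses COUP-TFII. It also reports higher expression in MitoPark mice with COUP-TFII deleted in dopaminergic neurons.

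**Figure D1:**
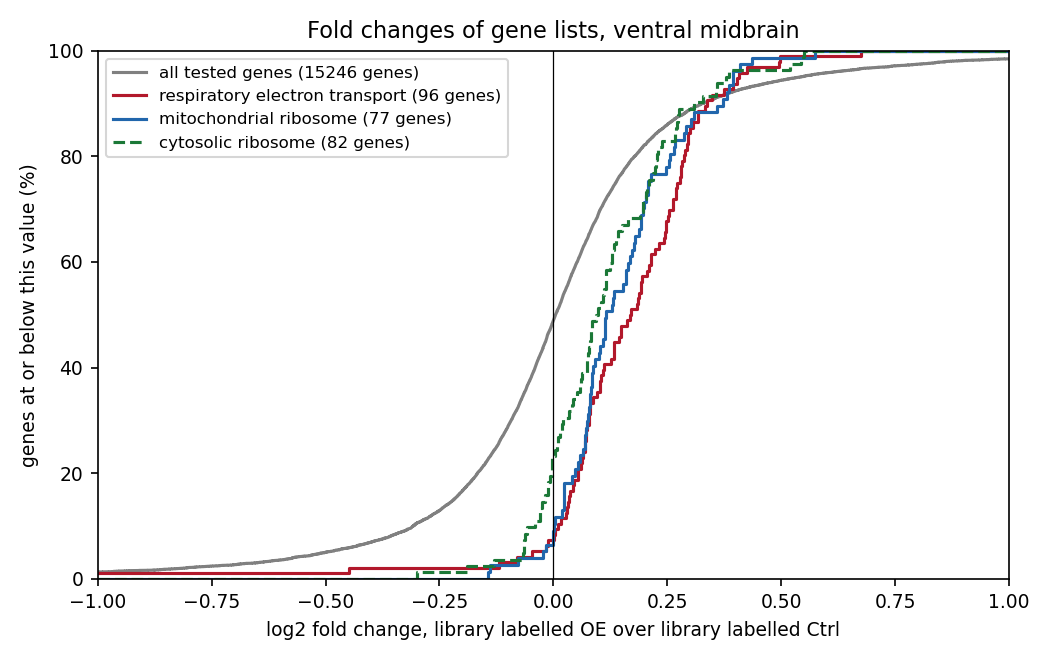
Cumulative distribution of log2 fold changes (library labelled OE over library labelled Ctrl) for all 15246 tested genes, the 96 respiratory electron transport genes, the 77 mitochondrial ribosome genes and the 82 cytosolic ribosome genes, with the percentage of genes on the vertical axis. The horizontal axis ends at -1 and 1, and the curves of the 3 lists lie to the right of the curve of all genes around the medians of 0.17, 0.12 and 0.095. S1 Table has the reverse direction.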

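Fig 4B draws 38 genes of the respiratory chain and the mitochondrial ribosome besides Nr2f2, in 3 columns per group. The values here come from 1 library per group, and other columns of that heatmap were not analysed here. The study picked these genes from its own RNAseq, so their shift is not independent evidence. Cox7b2, with 3 and 1 counts, was too low for a fold change. By the labels, 35 of the other 37 genes were higher in the library labelled OE, with a median log2 fold change of 0.25, and 27 of them had a counting interval above 0. The same 35 genes were lower in the direction of S1 Table. Among subunits of the respiratory chain, Cox8a had 2080 counts in the library labelled Ctrl and 3643 in the library labelled OE, a log2 fold change of 0.50 (interval 0.42 to 0.57). Ndufb2 changed by 0.50 (interval 0.32 to 0.67) and Uqcrq by 0.43 (interval 0.29 to 0.56). Of the mitochondrial ribosome, Mrpl34 changed by 0.57 (interval 0.28 to 0.87) and Mrps34 by 0.44 (interval 0.22 to 0.65). Cox7a1 had the largest value of the list, 0.67, but only 20 and 40 counts, and its interval from -0.12 to 1.54 included 0. Mrpl10 and Mrps15 were lower in the library labelled OE, with log2 fold changes of -0.078 and -0.14, and neither difference was detectable at this depth.

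**Figure D2:**
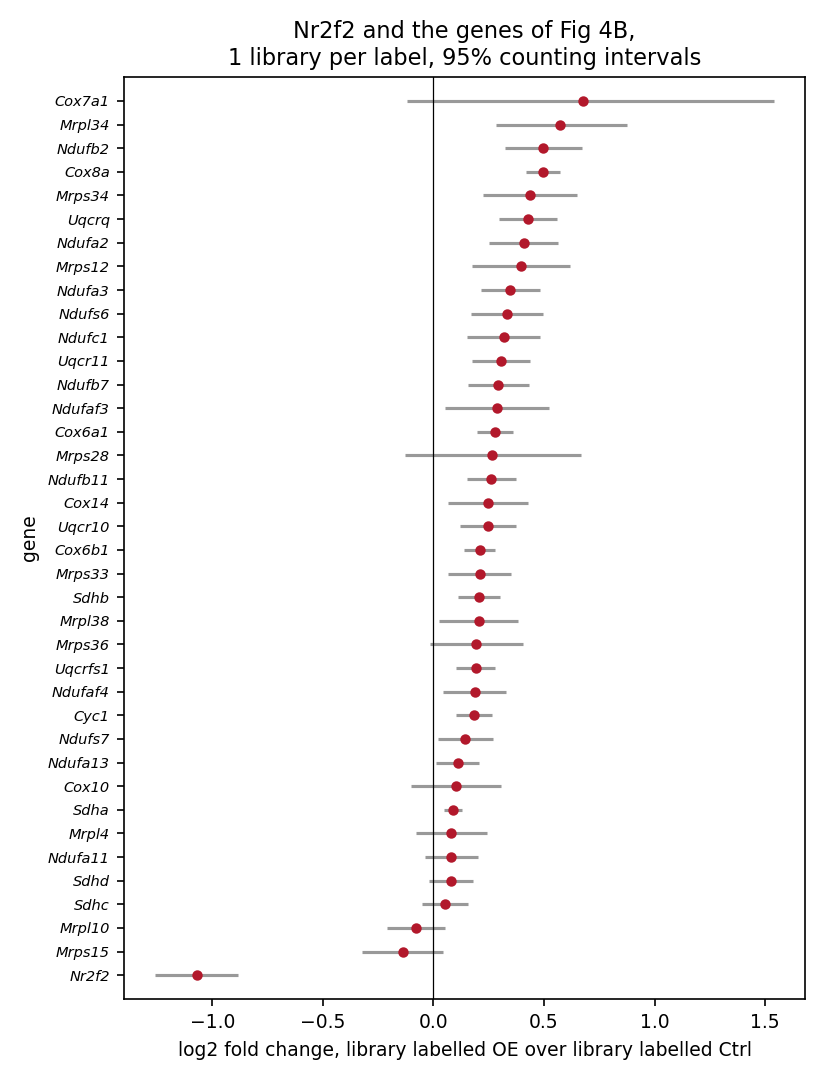
Log2 fold change (library labelled OE over library labelled Ctrl) of Nr2f2 and 37 genes of Fig 4B on the horizontal axis, with 1 gene per line. Points are the fold changes from 1 library per label, and lines are 95% counting intervals, which compare the libraries. Nr2f2, at -1.07, lies on the other side of 0 from 35 of the 37 genes.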

Since DA neurons are intermixed with glutamatergic neurons, GABAergic neurons and glial cells in the ventral midbrain [36], in order to test whether elevated COUP-TFII expression affects mitochondrial function specifically in DA neurons, we overexpressed COUP-TFII using doxycycline-inducible systems in the N27 rat DA neural cell line. Oxygen consumption rate, an indicator of mitochondrial function, was monitored (Fig 4C). Maximal respiration and spare capacity were significantly reduced in COUP-TFII-overexpressing cells compared to control cells (Fig 4C and S4B Fig). Moreover, mitochondrial membrane potential was decreased in COUP-TFII-overexpressing cells (Fig 4D). However, mitochondrial DNA was significantly increased in COUP-TFII-overexpressing cells (S4C Fig), suggesting that compensatory mechanisms are inadequate to revert the phenotypes of mitochondrial dysfunction exerted by elevated COUP-TFII expression. In accordance with mouse models, expression of numerous genes important for electron transport chain and mitochondrial ribosome function was repressed in COUP-TFII-overexpressing cells (Fig 4E). Most importantly, gene signatures of “Respiratory_Electron_Transport” and “Organellar_Ribosome” were also downregulated in DA neurons of sporadic PD patients similar to those shown in OE mice (Fig 4F). These results suggest the possibility that elevated COUP-TFII expression in DA neurons causes mitochondrial dysfunction by transcriptional repression of genes critical for mitochondrial function.

**Fig 4:**
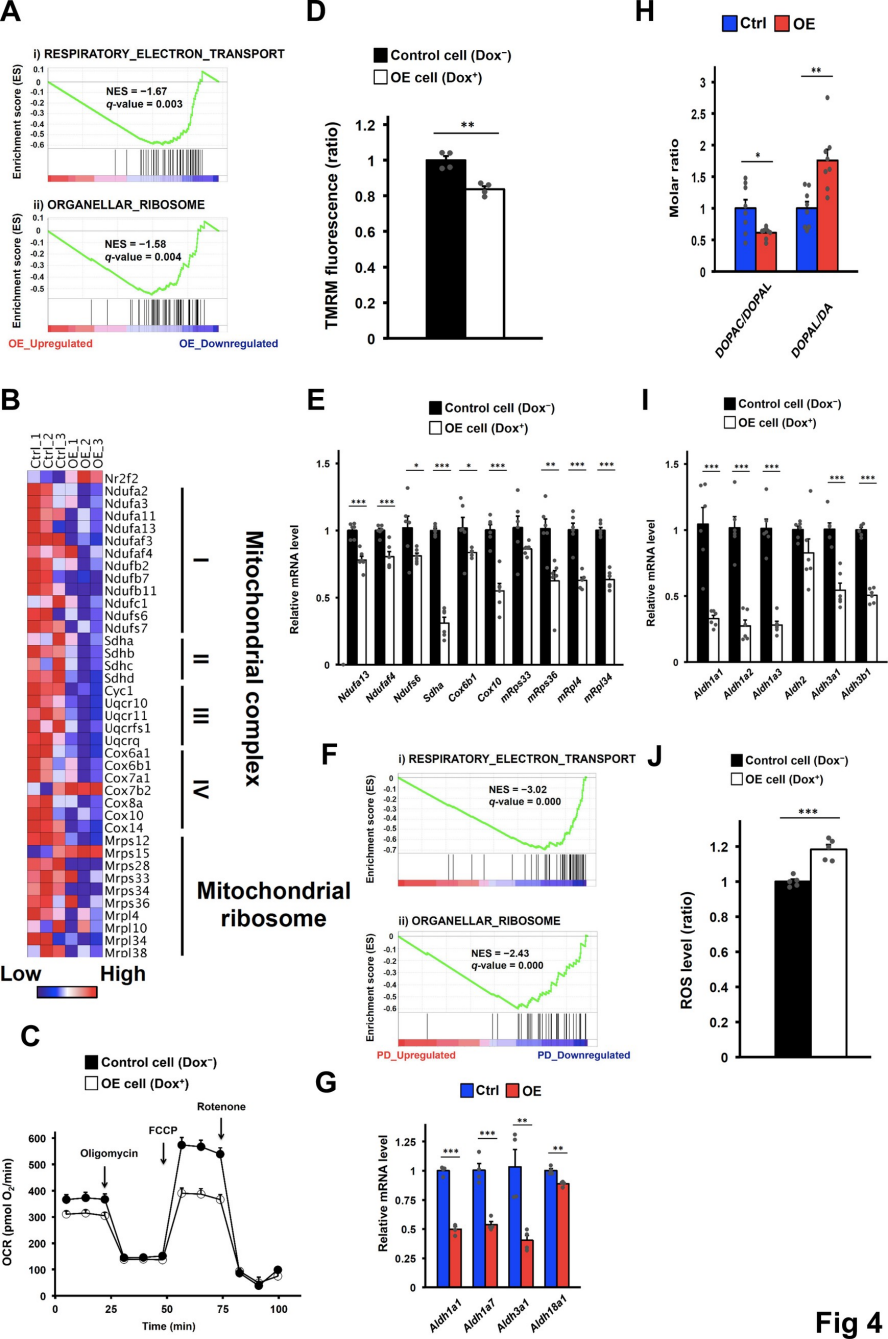
Elevated COUP-TFII expression impairs mitochondrial pathways and enhances oxidative stress in DA neurons. **(A)** Mitochondrial function-related gene signatures identified by GSEA in the transcriptional profiles from the ventral midbrain of 2-month-old Ctrl and OE mice. **(B)** Expression profile of affected mitochondrial essential genes from the ventral midbrain of 2-month-old Ctrl and OE mice. **(C)** Mitochondria oxygen consumption rates in the N27 rat DA neural cell line. The arrows indicate reagent addition steps. n = 10/group from repeated independent experiments. **(D)** Relative mitochondrial membrane potential in the N27 rat DA neural cell line. n = 4/group. **(E)** mRNA levels of key genes in mitochondrial pathways in the N27 rat DA neural cell line. n = 6/group. **(F)** Mitochondrial function-related gene signatures identified by GSEA from a publicly available human sporadic PD dataset (GSE20141). **(G)** Expression profile of affected ALDH genes in the ventral midbrain of 2-month-old Ctrl and OE mice. **(H)** Relative ratios of DOPAC to DOPAL or DOPAL to DA in the striatum of 2-month-old Ctrl and OE mice. n = 8/group. **(I)** mRNA levels of ALDHs in the N27 rat DA neural cell line. n = 6/group. **(J)** Relative cellular ROS levels in the N27 rat DA neural cell line. n = 5/group. **(A-J)** NES, normalized enrichment score; OCR, oxygen consumption rate; TMRM, tetramethylrhodamine methyl ester. *p < 0.05; **p < 0.01; ***p < 0.001 compared to control (*t*-test). Mean ± SEM. See also S4 Fig.

Aldehyde dehydrogenases (ALDHs), a family of enzymes that reduce oxidative stress in cells by detoxifying reactive aldehydes, have been shown to be downregulated in brain tissues of PD patients [37]. ALDHs play a critical role in the metabolism of dopamine by converting toxic 3,4-dihydroxyphenylacetaldehyde (DOPAL) to DOPAC [38–40]. Several ALDH genes were repressed in OE mice (Fig 4G). If this is the case, we expect that dopamine metabolite levels would change as well. As shown in S4D Fig, DOPAC levels in OE mice were decreased, which is associated with decreased levels of dopamine. Moreover, the ratio of DOPAC to DOPAL in the striatum was significantly decreased in OE mice (Fig 4H), suggesting that the overall enzymatic activity was reduced. Consistent with decreased ALDH activity, the ratio of DOPAL to DA was significantly increased in OE mice (Fig 4H). Consistently, cell culture experiments indicate that several genes in the gene family of ALDHs were also repressed in COUP-TFII-overexpressing cells (Fig 4I). Since mitochondrial function and enzymes that metabolize the toxic DOPAL are defective, it was expected that ROS levels would be increased. Indeed, we found increased levels of intracellular ROS signals in COUP-TFII-overexpressing cells (Fig 4J). Taken together, these data indicate that elevated COUP-TFII expression impairs mitochondrial function and its ability to relieve oxidative stress in DA neurons, resulting in enhanced vulnerability to neurodegeneration.

### Increased damaged mitochondria and electron-dense vacuoles in OE mice

Next, we performed transmission electron microscopy (TEM) to analyze the neurons in the SN*pc* of Ctrl and OE mice. A significant increase of damaged mitochondria with decreased cristae was observed in the neurons of OE mice as compared to Ctrl mice (S5A Fig). In addition, there were more electron-dense vacuoles in the neurons of OE mice in comparison to Ctrl mice at 10 months of age (S5B Fig; arrow heads), whereas such vacuoles were rarely detected in both Ctrl and OE mice at 3 weeks of age (S5C Fig). Higher-magnification views visualized the ultrastructure of these electron-dense vacuoles, which consisted of autophagosome, autolysosome, mitochondria-like organelles and lipofuscin granules (S5D Fig). The accumulation of electron-dense vacuoles confirms an increasing level of mitochondrial damage in the neurons of OE mice.

### Down-regulation of COUP-TFII expression in DA neurons attenuates the disease progression of MitoPark mice

In order to test whether reduction of COUP-TFII expression can slow down the disease progression of PD, COUP-TFII conditional knockout (KO) mice were bred into the MitoPark background. At 13–15 weeks of age, MitoPark/KO mice displayed a small but significant 15% increase in the number of DA neurons relative to MitoPark mice (Fig 5A). In contrast, DA innervation in the dorsal striatum of MitoPark/KO mice was drastically increased as compared to MitoPark mice (Fig 5B). These results indicate that loss of COUP-TFII expression not only slows down neurodegeneration but also keeps surviving DA neurons healthy. In addition, total striatal dopamine was elevated in MitoPark/KO mice (Fig 5C). Most importantly, motor functions of MitoPark/KO mice were greatly recovered (Fig 5D). To assess the effect of ROS in our mouse models, we measured oxidized mitochondrial proteins from the SN*pc* of mice at 13–15 weeks of age. Oxidized mitochondrial proteins were used as surrogate markers to reflect long-term ROS levels in animals. The results showed that MitoPark/OE mice had significantly more oxidized mitochondrial proteins as compared to MitoPark mice, whereas oxidized mitochondrial proteins were greatly decreased in MitoPark/KO mice (Fig 5E). These results, which are consistent with our previous report [16], clearly support the importance of interplay between COUP-TFII and mitochondrial ROS in our mouse models. Furthermore, mitochondrial gene expression in MitoPark/KO mice was increased compared to MitoPark mice, indicating that COUP-TFII directly or indirectly regulates the network of mitochondrial pathways (Fig 5F). Taken together, our data suggest that loss of COUP-TFII expression is able to maintain more healthy DA neurons and partially attenuate the disease progression of MitoPark mice.

**Fig 5:**
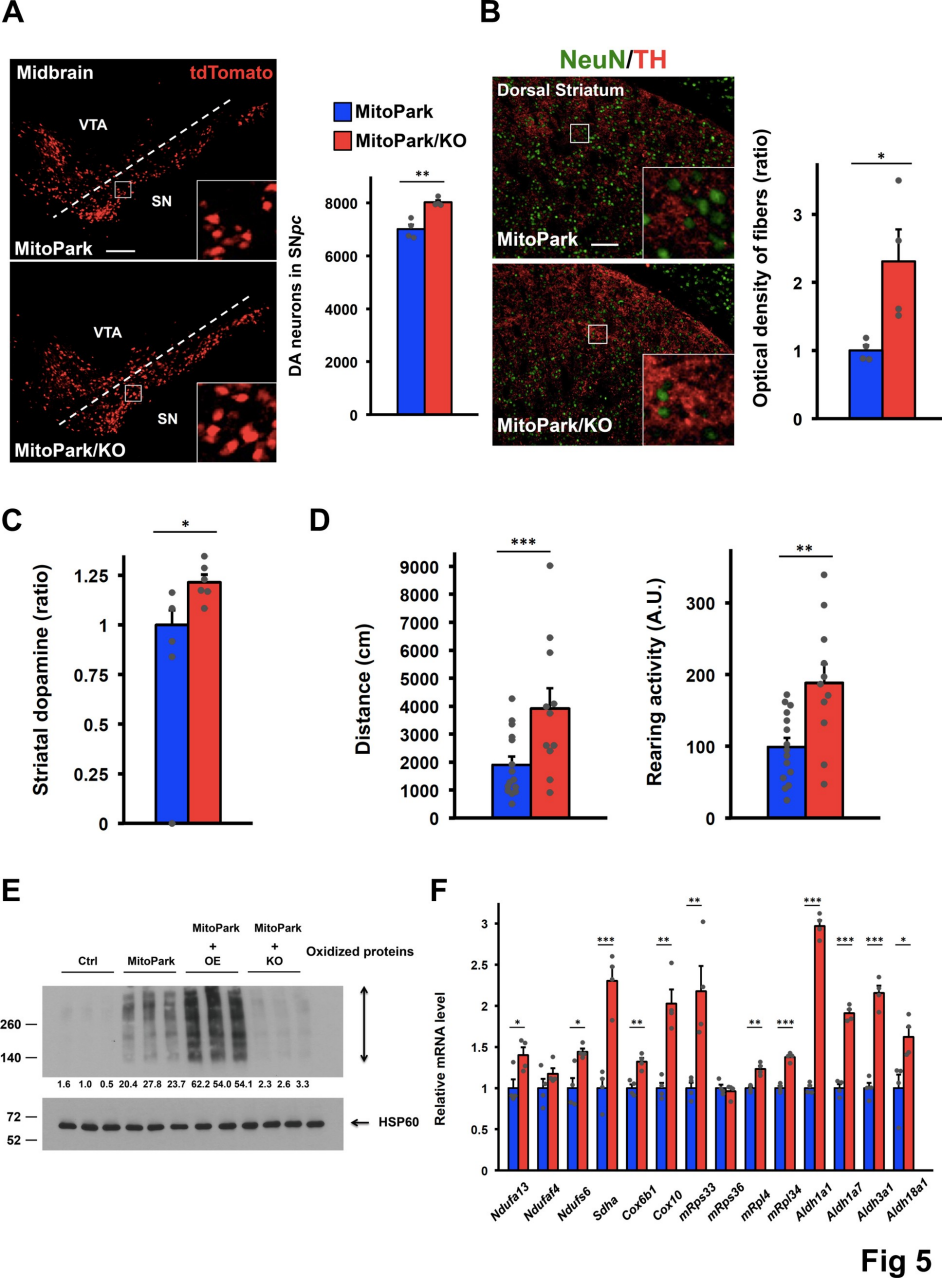
*COUP-TFII* deletion in DA neurons attenuates the disease progression of MitoPark mice. **(A)** Representative images (left) and quantification (right) of DA neurons in the ventral midbrain of 13- to 15-week-old MitoPark and MitoPark/KO mice (higher-power views in the insets). n = 4/group. Scale bar, 200 μm. **(B)** Representative images (left) and quantification (right) of DA axonal projections to the dorsal striatum of 13- to 15-week-old mice after double staining with anti-TH and anti-NeuN antibodies (higher-power views in the insets). n = 4/group. Scale bar, 100 μm. **(C)** Relative total striatal dopamine of 13- to 15-week-old mice. n = 4-6/group. **(D)** Open-field assay recorded for 13- to 15-week-old MitoPark (n = 15) and MitoPark/KO (n = 11) mice. **(E)** Western blot of mitochondrial oxidized proteins from the SN*pc* of 13- to 15-week-old mice. The numbers indicate normalized ratios compared to control. n = 3/group. **(F)** mRNA levels of key genes in the network of mitochondrial pathways from the ventral midbrain of 13- to 15-week-old mice. n = 4/group. **(A-F)** *p < 0.05; **p < 0.01; ***p < 0.001 compared to MitoPark mice (*t*-test). Mean ± SEM.

## Discussion

Although among 10% of PD patients, both familial and sporadic cases [5,6] can be linked to multiple genetic changes, the etiology PD is largely undefined. Aside from genetic predisposition, exposure to environmental toxins, such as oxidative stressors and mitochondrial complex I inhibitors, has been strikingly and positively associated with PD [8]. Chief among the defects observed in PD patients is a noted loss of DA neurons, which is accompanied by an increase in oxidized-DNA, -lipids, and -proteins in brain tissues of PD patients [11–13], suggesting that a high level of oxidative stress likely rendered DA neurons susceptible to cell death. Based on studies of limited cases, the mechanisms in the pathogenesis of PD have centered on mitochondrial dysfunction and defective autophagy [9]. However, how the vast majority of sporadic PD patients suffer from neurodegeneration without clear evidence of genetic changes or exposure to environmental toxins remains unknown. A popular theory is the “multi-hit” hypothesis, which suggests that a combination of several risk factors leads to the development of sporadic PD [21]. While GWAS genomic analysis has identified numerous loci associated with PD [19,20], it has yet to “predict” PD so far. Hence, discovering potential contributors or modifiers to PD beyond the genome that are possibly influenced by the environment or genetic predisposition may help understand the etiology and pathogenesis of sporadic PD.

In the present study, we demonstrated that COUP-TFII expression was elevated in PD patients and the mouse model by analyzing public datasets. Although mice with elevated COUP-TFII expression in DA neurons only displayed mild DA neurodegeneration, COUP-TFII overexpression clearly accelerated progressive phenotypes of MitoPark mice, a progressive PD mouse model with impaired respiratory chain function in DA neurons [30]. Our studies suggest that COUP-TFII can augment oxidative stress through transcriptional repression of genes important for mitochondrial electron transport chain and mitochondrial ribosome function, which can in turn enhance COUP-TFII expression in a positive-feedback loop. COUP-TFII plays similar roles on inhibition of mitochondrial function in cases of heart failure [16]. In the heart, elevated COUP-TFII expression is sufficient to induce lethal dilated cardiomyopathy, while in the brain, the loss of DA neurons in mice with elevated COUP-TFII expression is not sufficient to cause motor dysfunction. In the brain, loss of more than 50% of dopamine/DA projections is required before defects in motor functions are elicited, while in the heart, loss of lower numbers of cardiomyocytes may lead to heart failure. Furthermore, unlike in humans, mice seem to be less susceptible to PD. For instance, monogenic mutations in PARKIN account for human PD, while a second hit on mitochondria is necessary to show neurodegeneration in mice [41]. Likewise, enhanced COUP-TFII expression alone in DA neurons did not lead to severe neurodegeneration in mice, but it did accelerate the initiation and progression of phenotypes exhibited by MitoPark mice. Perhaps these reasons may explain why symptoms driven by COUP-TFII-mediated mitochondrial dysfunction in cardiomyocytes are more prominent in comparison to those in neurons.

From the retrospective studies, estimates of the loss of DA neurons in the SN*pc* and markers in the striatum are about 30% and 50–70%, respectively, at the time of motor symptom onset in PD patients [42]. This is consistent with the fact that the loss of striatal DA markers is more profound than that of DA neurons in the SN*pc* from postmortem samples. It is likely that some of DA neurons in the SN*pc* of MitoPark or MitoPark/OE mice are already damaged and fail to project to the striatum. Thus, over estimation of healthy DA neurons may contribute to the observable greater loss of striatum projection than the loss of SN*pc* DA neurons. Our mouse models recapitulate the disease progression of PD, in which a greater decline in axonal projections than actual DA neuron loss is observed in PD patients.

In sporadic PD patients, dysregulated transcriptional profiling of the electron transport chain and partial deficiency of mitochondrial complex I have been documented [9]. The reduced complex I activity can be attributed to the accumulation of damaged mitochondria by exposure to environmental toxins, poor mitochondrial quality control, or misfolded protein aggregation [9]. However, mechanisms underlying the dysregulated transcriptional profiles of the electron transport chain in sporadic PD patients are not well understood. Based on previous reports [43], it is reasonable to speculate the presence of master transcription factors that control neuronal survival or cell death. For instance, Lmx1b is required for the autophagic-lysosomal pathway, maintaining the integrity of DA terminals and DA neuronal survival [44]. It was also reported that Lmx1a/b regulates mitochondrial functions and survival of adult midbrain DA neurons [45,46], whereas continuous up-regulation of the canonical pathway of NF-κB in the SN leads to DA neuron loss [47]. Based on the current and previous studies [16], COUP-TFII is one of the transcription factors that negatively regulate mitochondrial pathways. We believe that elevated COUP-TFII expression in PD patients at least partially (if not fully) contributes to abnormal transcriptional profiles of genes important for the electron transport chain. Given that enhanced COUP-TFII expression led to a repression of mitochondrial ribosome genes, and that several mitochondrial ribosome genes are mapped to loci associated with mitochondrial diseases arising from impaired oxidative phosphorylation [48], our studies suggest that COUP-TFII contributes to mitochondrial dysfunction in PD. In addition, expression of the cytosolic detoxifier ALDH genes was unexpectedly repressed in a DA cell line as well as in DA neurons of mice overexpressing COUP-TFII. These enzymes are known to relieve oxidative stress from the mitochondria of DA neurons or to control dopamine metabolism by reducing the DOPAL to DA ratio [37] in DA neurons. Indeed, we observed increased DOPAL to DA ratios in mice with elevated COUP-TFII expression, suggesting that reduced enzymatic activity failed to effectively remove the toxic metabolite, DOPAL, which is detrimental to DA neurons. In postmortem brain tissues of PD patients, decreased levels of ALDHs and increased DOPAL to DA ratios have been reported [37,40], indicating the importance of ALDHs in the pathogenesis of PD. In addition, animal studies provided strong evidence for ALDH-mediated neuroprotection and DOPAL-induced neurodegeneration [49,50]. Hence, our mouse models lend support to both the “mitochondrial dysfunction” and “catechol-aldehyde” hypotheses, suggesting that oxidative stress triggers PD.

Ultrastructural examination of neurons in the SN*pc* revealed more damaged mitochondria in mice with elevated COUP-TFII expression as compared to control. This result strengthens our hypothesis on COUP-TFII-mediated mitochondrial dysfunction in DA neurons, analogous to our previous report regarding heart failure [16]. In addition, more electron-dense vacuoles appeared in the neurons of mice with elevated COUP-TFII expression. The presence of autophagic vacuoles and lipofuscin granules is commonly found in postmortem brain tissues of PD patients [51,52]. It is generally believed that these phenotypes arrived from dysregulated networks of mitochondrial pathways and autophagic degradation systems in PD patients. Based on our study, the increase in damaged mitochondria caused by COUP-TFII-mediated mitochondrial dysfunction likely leads to the accumulation of autophagic vacuoles. 

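For autophagy, 47 genes were tested, taken from the Atg family by symbol and from a list of core components such as Becn1. Their median log2 fold change was 0.024 by the labels and -0.024 in the direction of S1 Table. This median lay at percentile 76.0 of random lists matched on mean expression, inside the range of -0.043 to 0.056 that held 95% of them. Single genes ranged from -0.17 to 0.32, with 3 of the 47 higher in the library labelled OE by more than log2 0.2 and 0 lower by as much. Of the random lists, 95% had between 2.13% and 19.1% of their genes lower by more than log2 0.2, and the autophagy list had 0%. Its share of 6.38% on the higher side lay at percentile 16.3 of random lists.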

Although there was no obvious correlation between COUP-TFII-regulated genes and gene signatures of autophagy pathways, the possibility that COUP-TFII may affect autophagy cannot be excluded. Moreover, lipofuscin is a complex mixture with highly oxidized cross-linked non-degradable macromolecules and is considered as an aging marker and a risk factor for neurodegenerative diseases [53]. Accumulation of defective mitochondria derived from aging or neurodegenerative diseases may likely promote lipofuscinogenesis. Regardless of whether lipofuscin actively perturbs cellular metabolism or represents a protective neuronal mechanism, the results obtained from TEM analysis support the notion that elevated COUP-TFII expression in DA neurons generally increases oxidative stress in these cells.

In summary, the present study suggests that mice with elevated COUP-TFII expression specifically in DA neurons exhibited DA neuron loss and acceleration of the disease progression of the PD mouse model, MitoPark, through transcriptional repression of genes essential for mitochondrial function and genes critical for cellular detoxification, ALDHs. Mitochondrial dysfunction together with the lowering of ROS scavenger capacity combine to trigger the enhancement of oxidative stress in DA neurons. Our results suggest that COUP-TFII serves as a secondary hit, rendering the organisms more susceptible to PD. COUP-TFII is an orphan nuclear receptor, which belongs to a family of receptors that contain a ligand binding pocket and can serve as a drug target. Since up-regulation of COUP-TFII in PD patients accelerates the progression of PD phenotypes, down-regulation of COUP-TFII may prolong as well as improve the quality of life of PD patients. Thus, COUP-TFII inhibitors that are effective in repressing its activity could be beneficial for future treatment of PD patients.

## Materials and methods

### Animals

Mice with elevated COUP-TFII expression that carry the *ROSA26*^*CAG-S-COUP-TFII*^ allele and COUP-TFII conditional KO mice that carry the *COUP-TFII flox* allele were used as described [15]. The DA neurons-specific Cre-expressing mice (B6.SJL-*Slc6a3*^*tm1*.*1(cre)Bkmn*^/J), the *Tfam* floxed mice (B6.Cg-*Tfam*^*tm1*.*1Ncdl*^/J), and the *ROSA26*-tdTomato reporter mice (B6.Cg-*Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*^/J) were acquired from the Jackson Laboratory. Ctrl, OE, MitoPark, and MitoPark/OE littermates were obtained by crossing *Slc6a3*^*IREScre/IREScre*^; *Tfam*^*fl/+*^*; ROSA26*^*CAG-S-COUP-TFII/+*^ males and *Tfam*^*fl/fl*^; *ROSA26*^*tdTomato/tdTomato*^ females. For the rescue experiment, MitoPark and MitoPark/KO mice were generated by crossing *Slc6a3*^*IREScre/IREScre*^; *Tfam*^*fl/+*^; *COUP-TFII*^*fl/+*^ males and *Tfam*^*fl/fl*^; *COUP-TFII*^*fl/fl*^; *ROSA26*^*tdTomato/tdTomato*^ females. All animals used in this study included both males and females. We did not observe any significant phenotypic differences between males and females. All animal experiments strictly adhered to the Guidelines of BCM Animal Care and Use Policies and Procedures approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine and were conducted within the scope of approved animal protocols (AN-113 and AN-1002).

### Analysis of publicly available array data

The samples in selected groups from GEO DataSets were all included. The following probes for COUP-TFII were analyzed, 209121_x_at (GSE7621), 209119_x_at (GSE20141), 1444229_at (GSE4758), ILMN_2094360 (GSE46798), 1336 (GSE4788), and 1416160_at (GSE17542). For GSE46798, “Corr” and “A53T” groups were used. For GSE4788, “Substantia Nigra Control RMA, MAS 5, dChip” and “Substantia Nigra MME RMA, MAS 5, dChip” groups were used. For GSE17542, “Control SN” and “2 day MPTP treated SN” groups were used.

### Cell lines

SH-SY5Y (CRL-2266, female-derived, ATCC) cells were cultured in DMEM/F-12 (Gibco) supplemented with fetal bovine serum (FBS) (10%, Gibco), penicillin/streptomycin (1:100, P7539, Sigma), and L-glutamine (1:100, P7513, Sigma). DA-like SH-SY5Y neuroblastoma cells were obtained from culturing in the differentiation media consisting of DMEM/F-12 supplemented with FBS (1%) and retinoic acid (20 μM) for 7 days. After differentiation, H_2_O_2_ (H1009, Sigma), MPP^+^ (D048, Sigma), rotenone (R8875, Sigma), or paraquat (#36541, Sigma) was added in the culture media for 24 hours. Alternatively, DA-like SH-SY5Y neuroblastoma cells were preincubated with NAC (Enzo Life Sciences) for an hour and further incubated with MPP^+^ for 24 hours. For the study of epigenetics, DA-like SH-SY5Y neuroblastoma cells were treated with 5-aza-2'-deoxycytidine (A3656, Sigma) and/or Trichostatin A (T1952, Sigma). To demonstrate the effect of SNCA on COUP-TFII expression, stable SH-SY5Y cell lines overexpressing SNCA-WT or SNCA-A53T were generated by transduction of the pInducer20-*FLAG*-*SNCA-WT/A53T* lentiviral vectors (pInducer20 vector and plasmids carrying SNCA-WT or SNCA-A53T cDNA purchased from Addgene) and subsequently selected for G418 resistance (#11811031, 1 mg/mL, Thermo Scientific). SNCA-WT or SNCA-A53T was induced by doxycycline (250 ng/mL, Clontech) for 3 days with or without NAC treatment. For mechanistic studies, the stable N27 cell line (SCC048, female-derived, EMD Millipore) overexpressing COUP-TFII under the control of doxycycline was established by transduction of the pInducer20-*FLAG*-*COUP-TFII* lentiviral vector and subsequently selected for G418 resistance (500 μg/mL). This rat DA cell line was maintained in DMEM supplemented with tetracycline-free FBS (10%, Clontech), penicillin/streptomycin, and L-glutamine. The differentiation protocol required culturing in the media supplemented with tetracycline-free FBS (2%) and dibutyryl cAMP sodium salt (2mM, D0260, Sigma) for 4 days. Doxycycline (250 ng/mL) was added to induce COUP-TFII expression 2 days prior to experimentation. Rabbit anti-COUP-TFII (1:1000, #6434, Cell Signaling), rabbit anti-SNCA (1:1000, #2642, Cell Signaling), and rabbit GAPDH (1:1000, sc-25778 HRP, Santa Cruz) were used for protein analysis.

### Reverse transcription quantitative PCR (RT-qPCR)

Total RNA was extracted using the TRIzol (LS) reagent (#15596026 or #10296010, Invitrogen) according to the protocol provided by the manufacturer. Reverse transcription reactions were carried out using the First Strand cDNA Synthesis Kit for RT-PCR (#11483188001, Sigma) to make cDNA according to the manufacturer’s guide. qPCR analysis was performed on the StepOnePlus Real-Time PCR System (Applied Biosystems) using the FastStart Universal SYBR Green Master (#4913850001, Sigma). Each cycle of the qPCR consisted of 15 seconds at 95°C for denaturing and 60 seconds at 60°C for annealing and extension with a total of 40 cycles performed. Relative mtDNA copy number in the N27 rat DA neural cell line was also determined by qPCR. Primer sequences are shown in S2 Table. DNA methylation and chromatin immunoprecipitation (ChIP)

Methylated DNA fragments were isolated by the CpG island-specific Promoter Methylation PCR Kit (MP1100, Affymetrix). ChIP assay was conducted following the ChIP-IT Express Enzymatic Kit (#53009, Active Motif) with rabbit anti-histone H3ac (pan-acetyl, #61637, Active Motif) antibody and normal rabbit IgG (#2729, Cell Signaling). Recovered DNA fragments from both assays were subjected to qPCR described above. Primer sequences are shown in S2 Table.

### Isolation of DA neurons

Isolation of adult mouse neurons from fresh ventral midbrain was performed according to a protocol published in Nature Protocols [54]. During the procedures, the working solutions were supplemented with trehalose (5%, T0167, Sigma) to enhance cell viability [55]. The digestion medium was further added with DNase I (100 units/mL, LK003172, Worthington). The suspended cells from “release of cells from tissue” step were added with an RNase inhibitor (1:100, N2615, Promega), SYTOX Green Dead Cell Stain (1:1000, S34860, Invitrogen), and NucBlue Live ReadyProbes Reagent (2 drops/mL, R37605, Molecular Probes) to facilitate cell sorting of tdTomato^+^ live DA neurons on a FACSAria II flow cytometer (BD Biosciences).

### Tissue preparation and immunohistochemistry

Anesthetized mice were transcardially perfused with ice-cold phosphate buffered saline (PBS) (Gibco) and subsequently with ice-cold paraformaldehyde in PBS (4%, #441244, Sigma). Mouse brains were then isolated, post-fixed overnight at 4°C, and processed for 7-μm-thick paraffin-embedded or 30-μm-thick frozen tissue sections. In preparation of frozen tissues, mouse brains were cyroprotected by sucrose in PBS (15% and 30%, S0389, Sigma) before being embedded in O.C.T. compound (Tissue-Tek). Immunohistochemistry was performed as described previously [15]. Primary antibodies included rabbit anti-tyrosine hydroxylase (TH) (1:1000, #657012, Millipore), mouse anti-TH (1:400, MAB318, Millipore), rabbit anti-tdTomato (1:200, #600-401-379, Rockland), mouse anti-tdTomato (1:200, TA180009, Origene), rat anti-DAT (MAB369, 1:400, Millipore), rabbit anti-aromatic L-amino acid decarboxylase (AADC) (1:400, ab3905, Abcam), rabbit anti-MYC-Tag (1:100, #2278, Cell Signaling), and rabbit anti-NeuN (1:200, #12943, Cell Signaling). Secondary antibodies included biotin-SP-conjugated F(ab’)_2_ donkey anti-rabbit IgG (1:200, #711-066-152, Jackson ImmunoResearch), Alexa Fluor 594 donkey anti-mouse IgG (1:500, A21203, Invitrogen), Alexa Fluor 594 donkey anti-rabbit IgG (1:500, A21207, Invitrogen), Alexa Fluor 488 donkey anti-mouse IgG (1:500, A21202, Invitrogen), Alexa Fluor 488 donkey anti-rabbit IgG (1:500, A21206, Invitrogen), and Alexa Fluor 488 donkey anti-rat IgG (1:500, A21208, Invitrogen). DAPI (1:1000, #62248, Thermo Scientific) was used for nuclear staining. For chromogenic staining, signals were amplified by Vectastain ABC Elite (PK-6100, Vector Laboratories) followed by ImmPACT DAB (SK-4105, Vector Laboratories); for immunofluorescent staining, Tyramide SuperBoost Kits (B40932 and B40935, Thermo Scientific) were used, if needed.

### Laser capture microdissection

Analysis of DNA methylation in CpG islands in the COUP-TFII gene locus of MitoPark mice was performed with ArcturusXT Laser Capture Microdissection System (Thermo Scientific) following the manufacturer’s instructions. Briefly, DA neurons in the SN*pc* from 7-μm-thick paraffin-embedded tissue sections were identified by immunostaining with anti-TH antibodies described above. DA neurons from an average of twenty sections were collected by laser capture microdissection. DNA was extracted and purified using the QIAamp DNA FFPE Tissue Kit (#56404, Qiagen). Methylated DNA was fragmented by the treatment of the restriction enzyme DpnII (NEB) and then isolated by the EpiXplore™ Methylated DNA Enrichment Kit (#631962, Takara). Recovered DNA fragments were subjected to qPCR described above. Primer sequences are shown in S2 Table.

### Unbiased stereology

Unbiased stereology, using the optical fractionation method in the software Stereo Investigator (MicroBrightField), was used to estimate DA neurons and total neurons in the SN*pc* or the VTA. For this experiment, every 4^th^ 30-μm-thick frozen tissue sections covering the entire region of the SN*pc* and the VTA were used, and neurons from the same hemisphere were counted using the 40X lens. DA neurons were visualized by strong endogenous fluorescence from tdTomato (without the use of antibodies), and total neurons were counterstained by NeuroTrace green fluorescent Nissl stain (N21480, Molecular Probes) (S6 Fig). A fixed counting frame of 50 μm x 50 μm and a sampling grid size of 150 μm x 150 μm were set. A coefficient of error of < 0.15 was accepted.

### Quantification of striatal DA innervation

Striatal DA innervation was carried out by immunostaining with DA markers (TH, DAT, and AADC). Quantification of DA innervation was then conducted by means of optical densitometry using ImageJ (NIH). The values of pixel brightness measured from 7-μm-thick paraffin-embedded tissue sections were corrected for the nonspecific background by subtracting values obtained from nearby brain regions outside the striatum. To assess DA axonal projections from the SN*pc*, optical densitometry was measured from the dorsal sector of the striatum. For those from the VTA, the ventral sector of the striatum was used. An average of sixty sections were prepared for each mouse. The comparable multiple sections in all the mice were used for staining and quantitation. The data were presented as a ratio compared to control mice.

### Dopamine and metabolite measurements

Striata were quickly dissected and frozen from euthanized mice. Dopamine, metabolites, and other neurotransmitters including serotonin, norepinephrine, and epinephrine were measured by the Neurochemistry Core at the Vanderbilt University using high-performance liquid chromatography (HPLC) with electrochemical detection (ECD). The data were normalized to total protein and presented as a ratio compared to control mice. We also measured striatal catechols including DOPA, DA, DOPAC, and DOPAL by HPLC-ECD as described previously [40].

### Behavioral tests

For the open-field assay, mice were habituated in the testing room for 30 minutes and then placed in the center of an open-field space. Horizontal and vertical activities were monitored by the VersaMax system (VersaMax Legacy Open Field, Omnitech Electronics) for a period of 30-minutes. The data were pooled into fifteen 2-minute intervals and analyzed. In order to examine the effects of L-DOPA, mice were intraperitoneally injected with methyl L-DOPA hydrochloride (20 mg/kg, D1507, Sigma) dissolved in normal saline (Henry Schein) containing benserazide hydrochloride (5 mg/kg, B7283, Sigma). The test was carried out for a period of 4-hours. For the rotarod performance test, mice were placed on an accelerating rotarod apparatus (#47650, UGO Basile), which accelerated from 4 to 40 rpm over a 5-minute period, and given 4 trials on each of 2 consecutive days with 30-minute rest intervals. The amount of time for each mouse to fall from the rod was recorded. The first day was considered as the training day. The data from the 4 trials on the second day were analyzed and presented. For the pole test, mice were placed onto the top end of a pole covered with gauze pads, and the time they remained on the pole was recorded. The maximum time for this test was 60 seconds.

### Gene expression analysis

The ventral midbrain tissues were dissected and snap-frozen in liquid nitrogen. The samples were sent to Q^2^ Solutions (Morrisville, North Carolina, USA) for RNA extraction, sequencing, and analysis. Briefly, high-quality RNA samples were converted into cDNA libraries using the Illumina TruSeq Stranded mRNA sample preparation kit (RS-122-2103, Illumina) and then sequenced through HiSeq-Sequencing-2x50bp-PE sequencing on an Illumina sequencing platform. After sequencing, the analysis was performed using the in-house developed RNAv9 pipeline from the company. 

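In the 2 libraries, 2723 of 15246 genes were higher in the library labelled OE by more than log2 0.2 and 2536 were lower. These counts trade places in the direction of S1 Table. A counting interval that also excluded 0 left 1509 higher and 1396 lower, so a part of the genes past log2 0.2 is not separated from counting error at this depth. Past a log2 fold change of 1, 233 genes were higher and 195 lower. Scaling by total counts gave 2525 higher and 2747 lower, and scaling by the upper quartile 2929 and 2355.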

Genes with fold change of more than log_2_ 0.2 were uploaded and analyzed by the DAVID Functional Annotation Tool. GSEA was performed using the GSEA v3.0 software. The GSEAPreranked tool was run with gene sets derived from GO and Reactome pathway databases. The heatmap was generated by the GenePattern module. The RNAseq data have been deposited in the GEO database under accession code GSE132874.

### Mitochondrial respiration assay

XF24 extracellular flux analyzer (Seahorse Bioscience) was used to measure the oxygen consumption rate following the manufacturer’s instructions. Briefly, an XF24 cartridge was equilibrated with the XF calibrant overnight at 37°C. DMEM was used to prepare reagents and serve as the assay buffer. The compounds used for mitochondrial respiration assay were oligomycin (0.5 μM, O4876, Sigma), carbonyl cyanide-4-phenylhydrazone (FCCP) (2.5 μM, C2920, Sigma), and rotenone (0.5 μM). COUP-TFII-overexpressing cells were used in this experiment. Data were pooled from repeated independent experiments (5 replicates/each).

### Flow cytometry

To measure mitochondrial membrane potential and ROS in live cells, the cells were added separately with tetramethylrhodamine (TMRM) (100 nM, T668, Invitrogen) and the CellROX Orange reagent (5 μM, C10443, Molecular Probes) into the media and incubated for 30 minutes at 37°C. Then the media were removed, and the cells were washed with PBS 3 times prior to analysis. The cells in ice-cold PBS were analyzed immediately on an LSRFortessa flow cytometer (BD Biosciences).

### Transmission electron microscopy

Anesthetized mice were transcardially perfused with normal saline and subsequently treated with modified Karnovsky’s fixative (2% paraformaldehyde and 2.5% glutaraldehyde, Electron Microscopy Sciences) in a sodium cacodylate buffer (0.1 M, pH 7.4, 320 mOsm, Electron Microscopy Sciences). The SN*pc* and the dorsal striatum were dissected and sliced into 1mm-thick slices. Tissues were placed into a scintillator vial with the buffered fixative and placed on a rotator for 3 days at 4°C. Then the tissues were processed inside a BioWave microwave processing system (Ted Pella). Briefly, the samples were fixed again, followed by sodium cacodylate buffer rinses, post-fixed with osmium tetroxide (1%, Electron Microscopy Sciences) in a sodium cacodylate buffer, and rinsed with water. Ethanol concentrations (25–100%, Decon Laboratories) were used for the initial dehydration series, followed with propylene oxide (Electron Microscopy Sciences) as the final dehydrant. The samples were gradually infiltrated with 4-step changes of propylene oxide and resin (Electron Microscopy Sciences) ratios into pure resin. The samples were allowed to stay in pure resin overnight on a rotator. The samples were then embedded into regular capsules (Ted Pella) and cured in the oven for 5 days at 62°C. The polymerized samples were sectioned at 50 nm. The grids were then stained with uranyl acetate (1%, Electron Microscopy Sciences) for 10 minutes, followed by 2.5% lead citrate (2.5%, Electron Microscopy Sciences) for 2 minutes one day before TEM examination. The grids were viewed in a transmission electron microscope at 80kV (JEM-1400 plus, Jeol). The images were captured using a digital camera (XR16, Advanced Microscopy Techniques). To assess damaged mitochondria in the SN*pc*, every single mitochondrion in the neurons was analyzed. Those with poorly defined cristae were counted as damaged mitochondria.

### Oxidized mitochondrial proteins

The protocol for isolation of mitochondria was used according to the reference [56]. The measurement of oxidized mitochondrial proteins was carried out on freshly isolated mitochondria form the SN*pc* by the OxyBlot Protein Oxidation Detection Kit (S7150, Millipore). The rabbit anti-HSP60 antibody (1:1000, #12165, Cell Signaling) was used for the loading control.

### Statistical tests

Two-tailed *t*-test or one-way ANOVA Fisher’s LSD post hoc test was used in this study unless stated otherwise.

## Supporting information

S1 Fig COUP-TFII expression is upregulated in animal and cell models of PD, and elevated COUP-TFII expression in DA neurons leads to mild degeneration in mice, related to Fig 1. **(A)** COUP-TFII mRNA levels in DA neurons derived from human iPS cells of PD patients carrying the SNCA-A53T mutation from GSE46798 (n = 3/group). SNCA-WT, the A53T mutation corrected to wild-type prior to differentiation. **(B)** COUP-TFII mRNA levels in the SN tissues (left) of control and neurotoxin prodrug MPTP-treated mice from GSE4788 (n = 4/group) and in DA neurons (right) of the SN tissues from control and MPTP-treated mice from GSE17542 (n = 3/group). **(C)** COUP-TFII mRNA levels in the differentiated SH-SY5Y cell line after 24-hour treatment with neurotoxin MPP^+^, broad-spectrum pesticide rotenone, or herbicide paraquat. n = 3/group. One-way ANOVA Fisher’s LSD post hoc test. **(D)** COUP-TFII mRNA levels in the SY-SH5Y cells overexpressing SNCA-WT or SNCA-A53T after 3-day induction in the absence or presence of 2 mM N-acetyl-L-cytsteine (NAC) antioxidant. n = 5 replicates/group. Two-way ANOVA Fisher’s LSD post hoc. This experiment was independently repeated and produced with similar results. **(E)** CpG islands and histone H3K27 acetylation at the gene locus of COUP-TFII from the UCSC Genome Browser as a reference for epigenetic studies. TSS, transcription start site; ATG, translation start site. **(F)** Representative images (left) of DA neurons in the ventral midbrain of 16- to 17-week-old control (Ctrl) and COUP-TFII overexpression mice (OE) after co-staining with anti-tyrosine hydroxylase (TH) and anti-MYC-Tag antibodies (higher-power views in the insets) and COUP-TFII mRNA levels (right) in isolated DA neurons of the ventral midbrain from 9-week-old mice (n = 4/group). Scale bar, 200 μm. **(G)** Representative images (left) and quantification (right) of DA axonal projections to the dorsal striatum of 16- to 17-week-old mice after staining with anti-aromatic L-amino acid decarbosylase (AADC) antibodies (higher-power views in the insets). n = 5/group. Scale bar, 100 μm. **(H)** Relative total striatal dopamine of 1.5-year-old mice. n = 3/group. **(I)** Pole test recorded for 1.5-year-old mice. n = 3/group. **(A-I)** *p < 0.05; **p < 0.01; ***p < 0.001 compared to control (*t*-test if not indicated). Mean ± SEM.
(TIF) Click here for additional data file.

S2 Fig Elevated COUP-TFII expression in MitoPark mice results in shorter survival time and accelerates the loss of axonal degeneration in the dorsal striatum, however, with minimal effects in the ventral striatum, related to Fig 2. **(A)** Relative recovery ratio of methylated DNA fragments from the gene locus of COUP-TFII in the SNpc of Ctrl and MitoPark mice at 9–10 weeks of age. n = 5/group. **(B)** COUP-TFII expression in the SN*pc* of Ctrl and MitoPark mice at 9–10 weeks of age. The numbers indicate normalized ratios compared to control. n = 3/group. **(C)** Body weights of Ctrl, OE, MitoPark, and MitoPark/OE mice at 16 and 24 weeks of age. n = 5/group. **(D)** Survival rate over time. n = 9/group. The Kaplan-Meier log rank test was performed to compare MitoPark and MitoPark/OE mice. **(E)** Representative images of DA axonal projections to the dorsal striatum of MitoPark and MitoPark/OE mice at 6, 9, and 16 weeks of age after double staining with anti-TH and anti-NeuN antibodies. Scale bar, 100 μm. **(F)** Representative images (left; marked regions) and quantification (right) of DA neurons in the ventral tegmental area (VTA) of 16- to 17-week-old mice after staining with anti-tyrosine hydroxylase (TH). n = 4/group. Scale bar, 200 μm. **(G)** Representative images (left) of DA axonal projections to the striatum after staining with anti-TH antibodies and quantification (right) of TH^+^ fibers in the ventral striatum of 16- to 17-week-old mice. D, dorsal; V, ventral. n = 5/group. Scale bar, 1 mm. **(H)** Total striatal serotonin (5-HT) in 9- to 10-week-old mice. n = 5/group. **(A-H)** *p < 0.05; **p < 0.01; ***p < 0.001. Mean ± SEM. One-way ANOVA Fisher’s LSD post hoc test unless stated otherwise.
(TIF) Click here for additional data file.

S3 Fig MitoPark mice at 23–24 weeks of age start to show responsiveness to L-DOPA treatment, related to Fig 3. **(A)** Open-field assay recorded for 15- to 16-week-old Ctrl, OE, MitoPark, and MitoPark/OE mice treated with saline. n = 6-7/group. **(B)** Open-field assay recorded for 23- to 24-week-old mice treated with L-DOPA (20 mg/kg) (upper) or saline (lower). n = 6/group. **(A-B)** The arrows indicate reagent addition steps. Before, averaged activity from 0 to 30 minutes (pre-Saline/L-DOPA treatment); After, averaged activity from 75 to 105 minutes (post-Saline/L-DOPA treatment). *p < 0.05; **p < 0.01; ***p < 0.001. Mean ± SEM. One-way ANOVA Fisher’s LSD post hoc test.
(TIF) Click here for additional data file.

S4 Fig Elevated COUP-TFII expression dysregulates mitochondrial pathways and dopamine metabolites, related to Fig 4. **(A)** Gene Ontology analysis of the transcriptional profiles from 2-month-old Ctrl and OE mice in the Kyoto Encyclopedia of Genes and Genomes. **(B)** Mitochondria oxygen consumption rates in the N27 rat DA neural cell line. n = 10/group. **(C)** Relative mitochondrial DNA (mtDNA) copy numbers in the N27 rat DA neural cell line. n = 4/group. **(D)** Relative total striatal catechols of 2-month-old Ctrl and OE mice. n = 8/group. **(A-D)** **p < 0.01; ***p < 0.001 compared to control (*t*-test). Mean ± SEM.
(TIF) Click here for additional data file.

S5 Fig Increased electron-dense vacuoles in the SN*pc* of mice with elevated COUP-TFII expression. **(A)** Representative TEM images (left) and quantification (right) of damaged mitochondria (asterisks) in the SN*pc* of 10-month-old Ctrl and OE mice. n = 224 (Ctrl) and 212 (OE) mitochondria from 2 mice. Scale bar, 900 nm. **(B)** Representative TEM images (left) and quantification (right) of electron-dense vacuoles (arrowheads) in the SN*pc* of 10-month-old Ctrl and OE mice. n = 35 (Ctrl) and 34 (OE) neurons from 2 mice. Scale bar, 2 μm. **(C)** Representative TEM images of neurons in the SN*pc* of 3-week-old Ctrl and OE mice. Scale bar, 2 μm. **(D)** Higher-magnification views of various electron-dense vacuoles containing autophagosomes (arrows), autolysosome (arrowheads), mitochondria-like organelles (crosses) and lipofuscin granules (asterisks) in the SN*pc* of OE mice. Scale bar, 300 nm. **(A-D)** N, nucleus; Nc, nucleolus; M, mitochondria. *p < 0.05; ***p < 0.001 compared to control (*t*-test). Mean ± SEM.
(TIF) Click here for additional data file.

S6 Fig Nissl^+^ total neuron counting. Numbers of total neurons were estimated by counting Nissl^+^ neurons in the SN*pc* or VTA, **(A)** refered to Fig 1H, **(B)** refered to Fig 2A, **(C)** refered to S2F Fig, and **(D)** refered to Fig 5A. *p < 0.05; **p < 0.01; ***p < 0.001. Mean ± SEM. *t*-test or One-way ANOVA Fisher’s LSD post hoc test.
(TIF) Click here for additional data file.

S1 Table Fold change of RNAseq, related to Fig 4. (XLSX) Click here for additional data file.

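S1 Table gives 1 log2 fold change for each of 19211 genes, and 19212 gene rows of the deposited counts have a count in at least 1 of the 2 libraries. Its values were compared with the counts for 1998 rows, those with the highest fold changes, from 0.56 to 5.66. Every one of these values was recovered by scaling each library's counts so that the upper quartile of its genes with a count was 1000, adding 1, and taking the log2 ratio of the library labelled Ctrl over the library labelled OE. The largest difference over the 1998 rows was 5.8e-06. This recipe was inferred from the values, since the paper's text names the company's pipeline but not its scaling. The upper quartiles were 825 counts in the library labelled Ctrl and 1015 in the library labelled OE. These 1998 values are thus the ratio of the 2 libraries in the reverse of the labels' direction. The other 17213 rows were not analysed here.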

S2 Table Primer sequence, related to Figs 1, 4 and 5. (PDF) Click here for additional data file.

# Supplementary material for: Elevated COUP-TFII expression in dopaminergic neurons accelerates the progression of Parkinson’s disease through mitochondrial dysfunction
**Source:** PLoS Genet. 2020 Jun 24;16(6):e1008868. doi: 10.1371/journal.pgen.1008868
**Supplement:** S2 Table

**Table S2. Primer sequence, related to Fig 1, 4, and 5.**

| <b>Target</b>    | <b>Sequence (5' to 3')</b>                        |
|------------------|---------------------------------------------------|
| <i>h-NR2F2</i>   | CGGAGGAACCTGAGCTACAC<br>GGTACGAGTGGCAGTTGAGG      |
| <i>h-RPL32</i>   | GCACCAGTCAGACCGATATG<br>ATGTTGGGCATCAAGATCTG      |
| <i>r-Rpl32</i>   | CAATGTTGGGCATCAGGATC<br>TTAAGCGAAACTGGCGGAAAC     |
| <i>r-Ndufa13</i> | TAATGAGGTGGAACCGGGAG<br>GGTTCTCCCGAAGAATCTGC      |
| <i>r-Ndufaf4</i> | ATGGCACCCAAGCACCTTC<br>GCACCGGATCTTTGGAATTG       |
| <i>r-Ndufs6</i>  | GGAGAAGATCACGCATACCG<br>CGGTCCACCTCATTACAGG       |
| <i>r-Sdha</i>    | GTGAGAGCAAGAAGGCATCC<br>CCGAATGCAGCTCGCAAGCC      |
| <i>r-Cox6b1</i>  | GGCAGAACTACCTGGACTTC<br>CACGCCGGTACCACTCACAC      |
| <i>r-Cox10</i>   | GTCACGGTTCAGCACTTGAG<br>TGCTCAAGAAGAGGAGAAGC      |
| <i>r-mRps33</i>  | CATGGGCACCCTCCGTTTTTC<br>TTCCCCCGGAGCTTCTTTAG     |
| <i>r-mRps36</i>  | TTCCGCCACCAGGGTCGTGC<br>TAGCGCAGCAGATCTCAAAG      |
| <i>r-mRpl4</i>   | CACCCCGACGTGTTTGCAAC<br>GGTCTTGGTCTTAGCATAGC      |
| <i>r-mRpl34</i>  | TCGGTGATCCTGTTGAGTGG<br>ATGTTGCTCGGCTGATACTC      |
| <i>r-Aldh1a1</i> | CAATGAATGGCATGATTCAG<br>GCCTTCACAGCTTTGTCAAC      |
| <i>r-Aldh1a2</i> | AGGACGTCTGCTGGACAAGC<br>CTCAGGGTTTTGATGACTCC      |
| <i>r-Aldh1a3</i> | ATGTGAGGTGGAAGAAGGCG<br>GCAACAACCTGGCCACGACTC     |
| <i>r-Aldh2</i>   | CTGTCTTCACAAAGGACCTG<br>CCCGACATCTTATAGCCACC      |
| <i>r-Aldh3a1</i> | CATCCCTCAGTATATGGACC<br>AACAATCTTCCCTACGGCTG      |
| <i>r-Aldh3b1</i> | CAAACAGCAGCTGCAGGAGG<br>TCATCCAAGACCGCAGGTC       |
| <i>m-Ndufa13</i> | GGCCTTGATCTTTGGCTACTG<br>CACCCATCGTGTGGTATGGAA    |
| <i>m-Ndufaf4</i> | CACCGGAGTCAGTATCCAGAA<br>GGTTCAACTTTTACCGGCAAGG   |
| <i>m-sdha</i>    | GGAACACTCCAAAAACAGACCT<br>CCACCACTGGGTATTGAGTAGAA |
| <i>m-Cox6b1</i>  | ACTACCTGGACTTCCACCG<br>ACCCATGACACGGGACAGA        |
| <i>m-Cox10</i>   | AGAAGAGCTATACAGGGATTGCC<br>CTGTGTGACATACATGCGCTT  |
| <i>m-Ndufs6</i>  | GGGGAAAAGATCACGCATACC<br>CAAAACGAACCCTCCTGTAGTC   |
| <i>m-mRps33</i>  | GAGTGCCCGGATCTTTGGTG<br>AGCGCAAAATACGTGTTGTGA     |
| <i>m-mRps36</i>  | GACAAACCTAAACTCAGTGCCT<br>AATCGGGGGACGTACTTCCTT   |
| <i>m-mRpl4</i>   | CGAGAGGTCTCCGAGATG<br>AGCCAGAGAGTCGAAGCGA         |

|                             |                        |
|-----------------------------|------------------------|
| <i>m-mRpl34</i>             | ATCGGTGGCCCTATTGAGTG   |
|                             | GCTCGGCTGATACTCGTTTC   |
| <i>m-Aldh1a1</i>            | GAACCTATTGGAGTGTGTGG   |
|                             | AGATGCCAGGTGAAGAGCCG   |
| <i>m-Aldh1a7</i>            | GCAACTGAGGAGGTCATCTG   |
|                             | TCTGAAGCATCCATGGTGCG   |
| <i>m-Aldh3a1</i>            | AAGGCATCTCCAAGGCGCTG   |
|                             | CCTCAGCCCAATCGGAGAGC   |
| <i>m-Aldh18a1</i>           | ACGCCTGGCATCTATTGTTG   |
|                             | GCGACGGCTCCACTGGTCAC   |
| <i>m-Rpl32</i>              | TTAAGCGAACTGGCGGAAAC   |
|                             | TTGTTGCTCCCATAACCGATG  |
| <i>Mt-nd1 (DNA)</i>         | TGTTCCCAGAGGTTCAAATC   |
|                             | GGAAGGCCATGGCAATTAAG   |
| <i>Gapdh (DNA)</i>          | CCCTGTGCATGTTTCCATAC   |
|                             | AGAATGGGAAGCTGGTCATC   |
| <i>Me-COUP-TFII-5</i>       | GATATATTTCCCTGCTGTTGCG |
|                             | CTCGATACCCATGATGTTGTTG |
| <i>Me-mCII-4</i>            | CCTCAAATCAACTAGCCCTG   |
|                             | CTTCTGCTCCCCTGGCTGCG   |
| <i>H3Ac-CII-ChIP-0.5K-D</i> | CGCGGACCACTTTCATGCTG   |
|                             | TCAGGAGGACTAGGAGATCG   |
| <i>H3Ac-CII-ChIP-0K-U</i>   | CGAGTTGCCTCCTTTCTCCG   |
|                             | GAGAGAGGAGGGCAGATCAC   |
| <i>H3Ac-CII-ChIP-1K-U</i>   | AGAACGGCCTTTATCCTCTG   |
|                             | GGTGATGGCAAACCCTTCTC   |
| <i>H3Ac-CII-ChIP-2K-U</i>   | CTATCTGCCCAGATCTTTAG   |
|                             | GAAAACATCCTTGGTAGCTG   |

How the deposited data were processed for this re-analysis (not part of the article)

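RNA from the ventral midbrain of 2-month-old mice was measured in 2 libraries, 1 labelled Ctrl and 1 labelled OE. The authors sent the tissue to a sequencing company, which made stranded libraries of polyadenylated RNA, sequenced them and ran its own pipeline. The authors deposited expected counts, the estimated number of reads per gene from RSEM, for 31252 gene rows, without scaling between libraries. The aligner, the RSEM version, the genome build and the annotation are not named in the paper's text or in the table. Gene rows carry symbols or the identifiers of cDNA clones. Of the values, 95.4% are whole numbers, and 12040 rows are at 0 in both libraries. RSEM shares reads between similar transcripts, so genes with near-identical copies, such as ribosomal proteins with their pseudogenes, or Aldh1a1 and Aldh1a7, are less certain than others. Rows that share 1 of the 2 repeated gene names were kept apart.

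Each library was assigned to its group by the number shared between its column and its sample label. Nr2f2, which the allele overexpresses, was higher in the library labelled Ctrl, against the labels. The assignment was not changed for this, because a sample's group is not taken from its values. All fold changes are therefore given as the library labelled OE over the library labelled Ctrl, with the reverse direction of S1 Table stated beside them. S1 Table was used for 1998 of its 19211 rows, the top of a sorted table, and only for a comparison of values gene by gene. No overlap or enrichment was computed from it.

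The counts summed to 16984336 in the library labelled Ctrl and 21326632 in the library labelled OE. The 10 most abundant genes held 11.9% of the counts in each. TMM factors were 1.01 and 0.995 (edgeR 4.0.16 in R 4.3.3). Normalized counts are counts divided by the TMM-scaled library size, with both libraries set to a common geometric mean. Log2 fold changes used a pseudocount of 0.5 normalized counts and, for lists and counts of genes, the 15246 genes with a mean of at least 10 counts. For single genes, the expected counts were rounded and a 95% Clopper-Pearson interval was put on their split (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). These intervals cover counting error only. A fold against a library at or under 3 counts is given as a lower bound, computed against 3 counts. There is 1 library per group, so no test across mice and no p-value was computed.

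The gene lists, the rule for naming genes and all alternatives not described below as added later were fixed before the data were examined. The lists stand in for the Reactome, GO and KEGG sets of the paper, whose members were not used here. Each list's median, or its percentage of genes past log2 0.2, was placed among 10000 random lists of the same size, drawn from 20 bins of mean normalized count, and called apart when outside the middle 95% of them. Normalized enrichment scores used a running sum with weight 1 and 1000 random lists. Lists of markers for regions and cell types, and control lists of the cytosolic ribosome, the proteasome, the tricarboxylic acid cycle and immediate early genes, were tested the same way. Some markers of the hypothalamus, thalamus, choroid plexus and ependyma had been seen among the highest rows of S1 Table when the lists were written. By the rule, the genes named in the text are the genes the paper names for its RNAseq, Th, Slc6a3 and Ddc, sex-linked genes, members of the reported marker lists, and the 5 largest increases and 5 largest decreases among genes with a mean of at least 100 counts. Aldh3b1, Cox6a2 and Cox4i2 were named after their values were seen. Fig 4G was not taken as these data: it plots 4 points per group, and S2 Table lists primers for its genes.

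Transcript lengths and GC content came from the GENCODE M21 transcripts (GRCm38), matched by symbol, and were found for 14480 of the 15246 tested genes. No coordinates are given, since the build behind the counts is not named. The alternatives were scaling by total counts, by the upper quartile, by DESeq2 size factors (version 1.42.0) and by total counts without mitochondrially encoded genes, a pseudocount of 5, other count minimums, other thresholds, random lists matched also on length or not matched, structural subunits only, and an enrichment weight of 0. The mitochondrially encoded genes appear under names that the list written for them did not match. For that scaling, the 3 rows named Cox2, Cytb and Atpase6 were left out, which held 3.92% and 4.08% of the counts. The direction of S1 Table, its scaling, the percentage of genes that were higher, and the removal of dopaminergic markers from a list were added after the data were seen.

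The methods were tested on simulated data: Poisson counts for the real genes at the real depths, in which 200 genes were changed by log2 1. Of the 197 changed genes that passed the count minimum, 91.4% had an interval that excluded 0 on the right side. Among 14544 unchanged genes, 95.4% of the intervals held 0. Of 100 lists of 50 unchanged genes, 7% were called apart, and all 10 lists of 50 genes shifted by log2 0.2 were. The simulation has no variation between mice and draws each gene independently, so its lists hold no genes that vary together. The 7% is therefore not the rate of false calls for lists of co-expressed genes. Figures were drawn with matplotlib 3.10.9.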

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

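The marker lists and the comparison of their medians with random lists were fixed before the data were examined. The other tests in this part, those of explanations, were chosen after the marker values had been seen. Markers of dopaminergic neurons and of the thalamus are not discussed in the paper's RNAseq, and both moved further between the 2 libraries than the mitochondrial genes. All 16 dopaminergic markers were higher in the library labelled OE, by a median log2 fold change of 1.30, above all 10000 matched random lists. Th rose from 2499 to 9354 counts (1.59, interval 1.53 to 1.66), Slc6a3 from 4955 to 15033 counts (1.29, interval 1.24 to 1.33) and Ddc by 1.16 (interval 1.10 to 1.23). Of 19 thalamus markers, 18 were lower in the library labelled OE with an interval below 0, and the median was -1.602, below all matched random lists. Tcf7l2 fell from 2204 to 398 counts, Prkcd from 1156 to 262 and Rgs16 from 647 to 111. The 2 most abundant markers of that list in the library labelled Ctrl moved less, Adarb1 by -0.34 and Calb2 by -0.17, and Amotl1 went the other way, by 0.22. Of the 19 genes, 18 had at least 10 counts in both libraries, so the tissue of both holds most of them. None of the 19 is in another list, 5 had been seen in S1 Table before the list was written, and 4 of the 16 dopaminergic markers are also in another list. Where the direction of S1 Table is taken, in which Nr2f2 rises, dopaminergic markers fall and thalamus markers rise.

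A change in the share of dopaminergic neurons alone would move the markers of all other cells alike. The tables argue against this as the whole cause: the median of thalamus markers was 1.54 log2 units under that of astrocyte markers (a difference of -1.54, at percentile 0.015 of 10000 random regroupings of their genes). Different sex of the 2 mice is also argued against, since the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in both and Xist had 8711 and 8827 counts, a log2 fold change of -0.29. A candidate explanation is that the 2 pieces of tissue were taken from different places, with more of the neighbouring thalamus in one and more of the dopaminergic nuclei in the other. It was not put to a test that could have failed. The 14 thalamus markers that had not been seen in S1 Table when the list was written had a median of -1.20, but they are part of the list in which the difference was found. With 1 piece of tissue per group, the place of dissection and the genotype cannot be told apart. An effect of COUP-TFII on dopaminergic neurons, the difference that the design names, stays open as well and was not tested. The paper reports comparable numbers of these neurons in OE and Ctrl mice at a younger age and a small reduction at an older one. Those are counts of cells and do not measure RNA per cell.

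Markers of oligodendrocytes also differed. All 12 were lower in the library labelled OE, with a median of -0.32, below all matched random lists. Mbp, with 128974 counts in the library labelled Ctrl and 139810 in the library labelled OE, changed by -0.20. Microglia markers had a median of -0.13, at percentile 2.18 and so also below the middle 95% of random lists. Astrocyte and neuron markers, with medians of -0.065 and 0.055, lay inside it. The 13 neuron markers mix general ones with Gad1, Gad2 and Slc17a6, which mark types of neurons and were lower. Of the 13, 8 were higher and 5 lower. Their share higher by more than log2 0.2 was 30.8%, at percentile 99.3 of random lists. The share lower by as much was 15.4%, at percentile 87.9. A difference in neuronal content is therefore not excluded. No explanation was tested for oligodendrocytes or microglia.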

How the results depend on the processing

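No paired analysis was possible because each group has 1 library. The tests added after the results were seen are those of genes at their bounds, of the direction of S1 Table with its scaling, of the share of genes that were higher, and of the list without dopaminergic markers. Nr2f2 stayed lower in the library labelled OE under all 5 of its alternatives, from -1.08 to -1.06. The medians of respiratory electron transport (0.15 to 0.19), the mitochondrial ribosome (0.10 to 0.13) and the genes of Fig 4B (0.23 to 0.26) kept their direction and stayed above the middle 95% of random lists under all of theirs, matching on length included. The medians of the ALDH family (0.052 to 0.081) and of autophagy (0.0091 to 0.038) stayed inside the middle 95% of random lists. No scaling moved the median of all genes by over 0.1.

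Counts of genes moved with the filter and threshold, which by construction change how many genes can pass. With all genes with any count, 4513 were higher and 4497 lower in the library labelled OE. With a mean of at least 100 counts, 1522 were higher and 1377 lower. Where the counting interval had to exclude 0 they were 1509 and 1396, and past log2 1 they were 233 and 195. Of the genes past log2 0.2, 51.8% were higher, against 47.9% with total counts and 55.4% with the upper quartile.

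The enrichment score of respiratory electron transport rose from 1.59 to 2.43 with genes of at least 100 counts and to 4.94 with weight 0, and fell to 1.17 with all genes with any count. That of the mitochondrial ribosome rose from 1.82 to 4.35 with weight 0 and fell to 1.58 with all genes with any count. The cause was not tested. The share of oxidative phosphorylation genes lower in the library labelled OE, 2.44%, was no longer below the middle 95% with random lists matched also on length (percentile 6.36). That of the Parkinson's disease list, 4.88%, was not with a pseudocount of 5 (percentile 2.87) or with length matching (percentile 8.12). The same list without oxidative phosphorylation stayed inside the middle 95% under all 9 of its alternatives.

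The direction of S1 Table reverses each sign by construction: Nr2f2 1.07, respiratory electron transport -0.17 with a score of -1.57, mitochondrial ribosome -0.12 with a score of -1.80, Fig 4B genes -0.25, ALDH family -0.067 and autophagy -0.024. Shares lower by more than log2 0.2 became 40.2% for oxidative phosphorylation, 35.8% for Parkinson's disease and 26.8% for Parkinson's disease without oxidative phosphorylation. Under the other alternatives the first 2 of these stayed at percentile 100, from 37.8% to 48.8% and from 34.1% to 42.3%. The third, 26.8%, was no longer apart against unmatched random lists (percentile 92.6).

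Among marker lists, the hypothalamus (0.19) left the middle 95% only against unmatched lists, and microglia (-0.13) came inside it only against them (percentile 2.92), staying below it under the other 8 alternatives. With all genes with any count, hindbrain serotonergic markers changed sign to -0.21, cortex and hippocampus markers to 0.089, ependymal markers moved to -1.86 over 15 genes, and the proteasome fell to 0.055 inside the middle 95%. These medians hold genes at or under 3 counts, whose fitted fold changes depend on the pseudocount. With genes at their bounds, and those at or under 3 counts in both libraries left out, a calculation added after the values were seen, the medians were 1.40, 0.053, -1.22 and 0.088, and that of the ALDH family was -0.0083 over 19 genes. Immediate early genes, near 0, changed sign with total counts (-0.011), total counts without mitochondrially encoded genes (-0.0084) and at least 100 counts (-0.097). Dopaminergic, thalamus and oligodendrocyte markers kept their direction and stayed apart under all 9 of their alternatives. The minimum of 100 counts left too few hypothalamus, ependymal and serotonergic markers for a value. Among single genes, 3 comparisons lost an interval that excluded 0, 2 of Aldh18a1 and 1 of Ndufa13, and none changed sign. Depth limits the genes with few counts, such as Cox7a1 and Aldh3a1.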

Differences from the paper's values

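The 1998 fold changes of S1 Table used here match the counts only after a change of direction. By the sample labels, Nr2f2 had a log2 fold change of -1.07 against the paper's 1.05. In the direction of S1 Table (labelled Ctrl over labelled OE) it was 1.07, and the paper's value lay inside the counting interval under the main settings and under all alternatives set before the data were examined. The same holds for the 5 genes with the largest decreases by the labels. AK202078 was 4.37 against the paper's 4.31, Tnnt1 3.93 against 3.88, Ramp3 3.50 against 3.46, Ttr 2.97 against 2.95 and Rgs16 2.85 against 2.83. With the upper quartile set to 1000 and a pseudocount of 1, settings chosen after seeing the values, all 1998 rows used were matched.

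For respiratory electron transport, the normalized enrichment score by the labels was 1.59. In the direction of S1 Table it was -1.57, against the paper's score of about -1.7 in Fig 4A, read by eye. None of the alternatives set before the data were examined came within 0.05 of it; the nearest was a pseudocount of 5, with -1.79, and with all genes with any count the score was -1.18. For the mitochondrial ribosome, the score was 1.82 by the labels and -1.80 in the direction of S1 Table, against the paper's about -1.6 in Fig 4A, read by eye. With all genes with any count it was -1.57, within 0.05 of the paper's, and the other alternatives did not come within that distance. The gene lists here are stand-ins for the published sets.

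The paper states that genes of the respiratory chain and the mitochondrial ribosome are repressed in OE mice (Fig 4B). By the labels, 35 of 37 of these genes were higher in the library labelled OE. In the direction of S1 Table they were lower, and Mrps15, which Fig 4B draws as higher in OE mice, was higher, by 0.14. Mrpl10, which Fig 4B draws with columns of both colours in each group, was also higher in that direction, by 0.078, and the counting intervals of both genes included 0. The paper states that several ALDH genes are repressed in OE mice (Fig 4G). By the labels, Aldh1a1, Aldh1a7, Aldh3a1 and Aldh18a1 were higher in the library labelled OE, Aldh1a1 by 0.83. In the direction of S1 Table these 4 genes were lower, Aldh1a1 with -0.83. Fig 4G was treated as another measurement than these libraries.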

Other observations

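The comparisons of list medians with random lists matched on mean expression were fixed before the data were examined. The tests of length, GC content, depth and ribosomal protein genes were chosen before their outcomes were seen. The other tests in this part were chosen after the result was seen.

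Nr2f2 was higher in the library labelled Ctrl. A candidate explanation is that the sample labels are exchanged relative to the study's own table: the sign of S1 Table was the reverse of the labels in 1998 of 1998 rows, and in that table Nr2f2 rises in OE mice as the allele would have it. The 1998 values and the labels concern the same 2 libraries, so they do not show which of them is right. Tissue from a neighbouring region might also raise Nr2f2, since 13 of the 19 thalamus markers were lower in the library labelled OE by more than Nr2f2. These cannot be told apart for Nr2f2 with 1 library per group. Whether reads of the COUP-TFII allele were counted as Nr2f2 was not tested.

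Respiratory chain genes were higher in the library labelled OE, and lower in the direction of S1 Table. Transcript length and GC content as the whole cause are argued against, since the median lay above all 10000 random lists matched on expression, length and GC content (percentile 100). The same was seen for mitochondrial ribosome genes (percentile 100). With the deeper library thinned to the depth of the other, the median of the respiratory list was 0.18. Thinning lowers all genes at the same rate, so this median could hardly have moved and the test cannot decide on depth. The median of respiratory genes lay above that of cytosolic ribosomal protein genes, 0.095, by a difference at percentile 99.2 of random regroupings. This argues against a shift of the same size in both lists. A shared cause that moves the 2 lists by different amounts is not excluded by it. For the mitochondrial ribosome, the difference from the cytosolic ribosome was 0.020, at percentile 82.2, so it was not separated from chance. A common shift of ribosomal protein transcripts may account for the shift of that list. A different mix of cells stays open, because dopaminergic markers moved in the same direction by 1.30. It cannot be told apart from an effect of COUP-TFII, since each group is 1 piece of tissue. Proteasome genes had a median of 0.12 (percentile 99.7) and genes of the tricarboxylic acid cycle one of 0.064 (percentile 93.4). In the respiratory list 7 of the 96 genes were lower in the library labelled OE. The 2 of them that were lower by more than log2 0.2 were Cox6a2, with 21 counts in the library labelled Ctrl and 4 in the library labelled OE, and Cox4i2, with 32 and 29.

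In the Parkinson's disease list without oxidative phosphorylation, the share of genes lower in the direction of S1 Table was 26.8% with its 4 dopaminergic markers and 18.9% without them, at percentiles 99.3 and 83.7. The 4 markers were already known to be higher in the library labelled OE by more than log2 0.2, so leaving them out could only lower the share (18.9%), and the fall is not a test of what moved the list.

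For the ALDH genes of Fig 4G, which draws 4 points per group, the 2 libraries gave these values. By the labels, Aldh1a1 had a log2 fold change of 0.83 (interval 0.79 to 0.87), Aldh1a7 1.72 (interval 1.34 to 2.14), Aldh3a1 1.43 (interval 0.37 to 2.73, from 9 and 31 counts) and Aldh18a1 0.19 (interval 0.011 to 0.38). The 4 genes fall in the direction of S1 Table, with ratios of 0.562, 0.304, 0.372 and 0.874. Over the 18 tested genes of the family the median was 0.067 (percentile 89.1), with 9 genes higher and 9 lower, and Aldh3b1 went the other way, with -0.60 (interval -1.07 to -0.15). Aldh1a1 may follow the number of dopaminergic neurons: only 1 of the 16 dopaminergic markers rose by less. Because it lies at the low end of their range, this cannot be told apart from a change of Aldh1a1 within those neurons in bulk tissue.

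The 5 largest increases in the library labelled OE, among genes with a mean of at least 100 counts, were Xlr3b (2.71), Trpc6 (2.40), En2 (2.19), En1 (1.96) and Chrna6 (1.95). The 5 largest decreases were AK202078 (-4.37), Tnnt1 (-3.93), Ramp3 (-3.50), Ttr (-2.97) and Rgs16 (-2.85). En1 and Chrna6 are on the list of dopaminergic markers, and Tnnt1, Ramp3 and Rgs16 on that of the thalamus.

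Markers of other regions gave mixed values. Among 12 hypothalamus markers the median was 0.19 (percentile 93.0), but Avp, with 81 and 1 counts, was at least 33.4-fold lower in the library labelled OE and Oxt, with 48 and 2 counts, at least 20.0-fold lower, while Trh, Nkx2-1 and Hdc were higher by 1.86, 1.50 and 1.16. Ependymal markers had a median of -0.84 over 8 genes (below all random lists), of a list with 5 genes already seen in S1 Table. Choroid plexus markers had a median of -0.14 over 7 genes (percentile 14.9), with Ttr at -2.97. Hindbrain serotonergic markers had 3 tested genes with a median of 1.40 (percentile 99.7). Medians were -0.054 for cortex and hippocampus (percentile 26.3), 0.089 for erythrocytes (percentile 78.3) and 0.0043 for immediate early genes (percentile 49.1). Genes at or under 3 counts in 1 library numbered 2 of the hypothalamus list, 2 of the ependymal list, 1 of the serotonergic list and 1 of the thalamus list, and with these genes at their bounds the medians were again 0.19, -0.84, 1.40 and -1.602. No pituitary marker passed the count minimum. No explanation was tested for these.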
